# Transgenerational adaptation to hypoxia

**DOI:** 10.1126/sciadv.adv9451

**Published:** 2025-10-24

**Authors:** Kathleen Kim, Ariel Telger, Gautam Sarkar, Sharan Surya, M. Hafiz Rothi, Michael P. Meers, Simon Yuan Wang, Eric Lieberman Greer

## Abstract

Epigenetic inheritance alerts naïve descendants to prepare for stresses that could still be present, whereas distant descendants return to a basal state after several generations without stress. However, organisms are frequently exposed to stresses successively across generations. We found that parental hypoxia exposure increased P0 longevity, caused intergenerational lipid reduction, and elicited transgenerational fertility reduction that was dependent on generationally transmitted small RNAs. Here, we find that *Caenorhabditis elegans* adapt to repeated generational stresses. We show that, upon two repeated generational hypoxia exposures, the life-span extension is eliminated, and after four repeated generational hypoxia exposures, the reduced fertility is eliminated. Transgenerational adaptation also occurred in response to changes in glucose availability. Transgenerational hypoxia adaptation is dependent on the H3K27 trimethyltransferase PRC2 complex, and we identified transgenerationally adapted genes. Our findings reveal that transgenerational adaptation occurs and suggest that H3K27me3 is a critical modification for adapting to repeated generational stresses.

## INTRODUCTION

Most genetic information is encoded and inherited through DNA (*1*). However, previous findings demonstrated that changes in gene expression can be mediated in the absence of changes to the DNA sequence. Heritable phenotypes regulated by epigenetic information include physical appearance (*2*, *3*), metabolism (*4*), behavioral state (*5*), and longevity (*6*, *7*). The phenomena of heritable nongenetic information being transmitted across generations presumably evolved to allow organisms to pass important information to their descendants, allowing their progeny to better survive altered environments without mutations to their genome. By avoiding mutation, the organism can survive irregular conditions but returns to a basal state when the environmental conditions improve (*8*). However, how does the adaptable nature of epigenetics (*9*) respond to repeated environmental stresses? Can repeated environmental stresses override the canonical epigenetic inheritance? Is there adaptation on a transgenerational scale as well?

Although laboratory experiments have mostly focused on conditions of a transient environmental stress followed by a return to basal environmental conditions, nature rarely follows such controlled conditions. Organisms are frequently exposed to stresses repeatedly over their lifetime or over a generational timescale or alternatively exposed to one stress in one generation and then a second stress in a subsequent generation. Here, we asked whether repeated generational exposure to stresses altered the generational inheritance clock, overrides canonical epigenetic inheritance, or changed the magnitude of the phenotypic response.

Low oxygen (hypoxia) is an environmental stress, which can be harmful in many contexts such as inducing ischemia and eventually cell death (*10*). The hypoxic tumor microenvironment is also correlated with increased metastasis and mortality (*11*). Fetal hypoxia impairs development and is associated with several pregnancy disorders and complications (*12*–*15*). Ocean warming and acidification caused by climate change have lowered ocean oxygen levels and therefore are threatening marine life (*16*–*18*). In mammalian cells, in response to hypoxia, the H3K27me3 demethylase KDM6A/UTX senses lowered oxygen levels, causing elevated H3K27me3 levels and blocks cellular differentiation (*19*). *Caenorhabditis elegans* frequently encounter oxygen depletion in nature when the soil gets flooded (*20*). We and others have previously found that hypoxia increases *C. elegans* life span, reduces neutral lipids, and reduces fertility in the exposed generation (P0) (*21*–*24*). We previously found that hypoxia exposure in the P0 generation causes an intergenerational (F1) reduction in neutral lipids and a transgenerational (F1+F2) reduction in fertility accompanied by a dysregulation of gene expression (*24*). We found that the transgenerational epigenetic inheritance of hypoxia-induced fertility defects was dependent on the small RNA argonaute HRDE-1, the putative H3K9 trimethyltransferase SET-25, the putative H3K27 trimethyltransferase MES-2, and the putative H3K27me3 demethylase JMJD-3.2 (*24*). We further found that small RNAs isolated from hypoxia-treated *C. elegans* are sufficient to elicit fertility defects and identified transgenerationally dysregulated small RNAs. We identified that one specific double-stranded RNA (dsRNA) against *F44E5.4/5* is sufficient to induce a heritable decrease in fertility and is directly transmitted from parents to their progeny (*24*). However, it is still unclear whether animals will adapt to repeated generational exposure to hypoxia.

Here, we show that *C. elegans* that were exposed to hypoxia repeatedly over several generations failed to display hypoxia-induced phenotypes. We found that upon two repeated generational exposures to hypoxia, *C. elegans* no longer displays an increase in life span, and after four repeated generational exposures to hypoxia, *C. elegans* no longer displays a decrease in reproduction. In addition, this transgenerational adaptation was not unique to hypoxia—exposure to 1% glucose caused a subtle increase in neutral lipids and a decrease in fertility, whereas two repeated generational exposures to elevated glucose eliminated the capacity of *C. elegans* to respond to the elevated glucose to alter lipid content; after three repeated generational exposures to glucose, *C. elegans* no longer displays a decrease in reproduction. The transgenerational adaptation of decreased reproduction to hypoxia is dependent on the putative H3K27 trimethytransferase PRC2 complex, and we identified critical genes that adapted on a transgenerational time frame to repeated hypoxia exposure. Together, our results reveal that transgenerational adaptation occurs and suggest that H3K27me3 is a critical modification for adapting transgenerationally to repeated generational stresses.

## RESULTS

### *C. elegans* adapt to repeated hypoxia exposure

Hypoxia exposure increases life span and decreases fertility (*24*, *25*). To determine whether *C. elegans* can transgenerationally adapt to stresses, we repeatedly exposed *C. elegans* to hypoxia across multiple generations (Fig. 1A) and measured reproduction and longevity. We exposed larval stage (L4) worms to hypoxia (0.1% oxygen) for 16 hours before returning to a normoxic environment (~21% oxygen). We subsequently exposed F1, F2, F3, and F4 descendants to similar hypoxia periods (Fig. 1A) and measured progeny production at each generation. We found that the P0, F1, and F2 generations all displayed reduced fertility in response to hypoxia treatments; however, by the fourth repeated generational exposure to hypoxia, *C. elegans* no longer displayed a hypoxia-induced fertility decrease (Fig. 1B and table S1). This adaptation persisted as the fifth repeated generational exposure to hypoxia also no longer displayed a hypoxia-induced fertility decrease. We found that the generational adaptation to hypoxia occurred more rapidly for longevity. Whereas the initial exposure to hypoxia subtly increased *C. elegans* life span (Fig. 1C and table S2; 13% P = 0.0022 by combined Fisher’s test), as has been shown previously (*24*, *25*), *C. elegans* exposed to hypoxia, whose parents had also been exposed to hypoxia, did not display an increase in life span (Fig. 1D and table S2; P = 0.1495 by combined Fisher’s test). Together, these findings suggests that *C. elegans* transgenerationally adapt to become resistant to hypoxia conditions after repeated generational exposure.

**Fig. 1.**
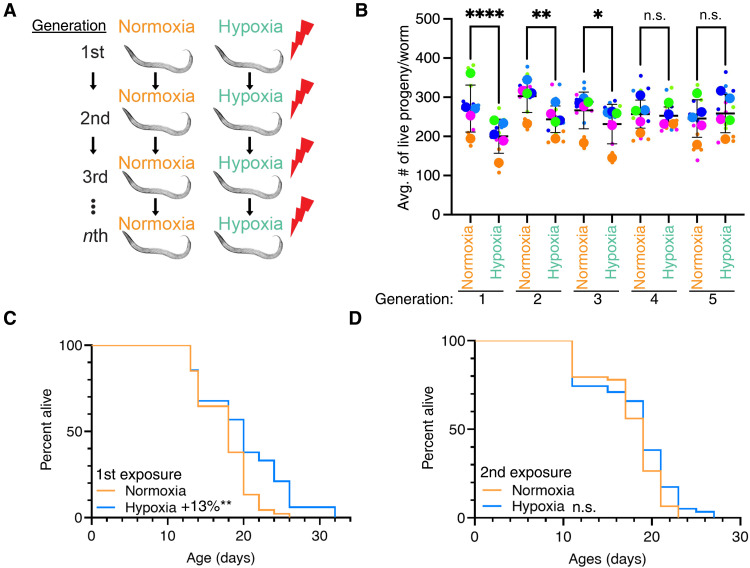
*C. elegans* adapt transgenerationally to repeated hypoxia exposure. (**A**) Scheme of the repeated generational hypoxia exposure. (**B**) Repeated generational hypoxia exposure leads to decreased fertility for three successive generations but fails to induce a significant fertility defect after four repeated exposures. Each color-coded dot represents an individual experiment performed in triplicate with 10 worms per plate, and each column represents the means ± SEM. *P < 0.05; **P < 0.01; ****P < 0.0001; not significant (n.s.), *P* > 0.05, as assessed by Fisher’s combined probability test. Data are presented in superplot format (*65*) with the average of each experiment shown in a larger colored dot. (**C** and **D**) Hypoxia exposure induces life-span extension after one exposure (C) but not after two generational exposures (D). Statistics are presented in table S1.

### *C. elegans* adapt to repeated changes in glucose availability

To determine whether transgenerational adaptation is specific to hypoxia or is a general phenomenon, we exposed repeated generations of *C. elegans* to either 1 or 2% glucose. A 2% glucose exposure had previously been demonstrated to reduce the life span of the exposed generation (*26*–*29*) and cause a transgenerational reduction in fertility for three generations (*29*) and an intergenerational increased resistance to oxidative stress and protection from neurodegeneration (*29*). We found that *C. elegans* exposure to elevated glucose led to an increase in neutral lipids as assessed by oil red O staining (Fig. 2, A and B, and table S3) in the exposed generation. This parental exposure induced a decrease in neutral lipid content in the F1 generation (Fig. 2, C and D, and table S3), suggesting that elevated parental glucose content causes intergenerational decreased neutral lipids. Similar to what we had found with the effect of repeated hypoxia exposure, we found that repeated generational exposure to elevated glucose eliminated the second generation’s capacity to respond to elevated glucose (Fig. 2, E and F, and table S3). In addition, we found that the decrease in fertility observed in response to elevated glucose (Fig. 2G and table S4) was still present after a successive generational exposure to elevated glucose (Fig. 2H and table S4) but was eliminated in the third repeated generational exposure to elevated glucose (Fig. 2I and table S4). Together, these results suggest that *C. elegans* adapt with regard to their fat content and fertility in response to repeated exposures to elevated glucose similar to what we had observed with life span and fertility in response to repeated hypoxia exposure (Fig. 1). These findings suggest that transgenerational adaptation is a general phenomenon in response to repeated exposure to environmental stresses.

**Fig. 2.**
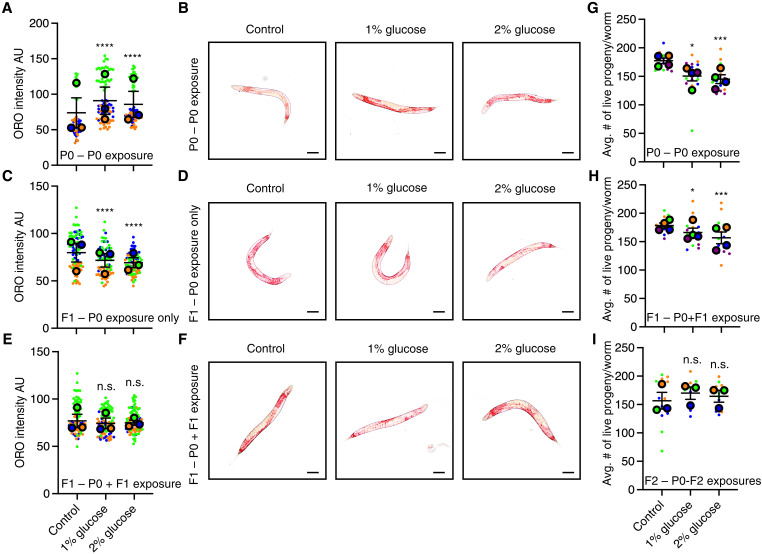
*C. elegans* adapt transgenerationally to repeated elevated glucose exposure. (**A** and **B**) Exposure to 1 or 2% glucose leads to elevated neutral lipid levels as assessed by oil red O (ORO) staining in the parental P0 generation. (A) Each large dot represents replicate experiments performed with 13 to 34 worms. AU, arbitrary units. (B) Representative images of the P0 exposed generation. (**C** and **D**) Exposure to 1 or 2% glucose in parental generation leads to decreased levels of neutral lipids in the F1 unexposed progeny by ORO staining. (C) Each large dot represents replicate experiments performed with 13 to 38 worms. (D) Representative images of the F1 progeny. (**E** and **F**) Repeated exposure to 1 or 2% glucose in the parental and F1 generation eliminates the increase in neutral lipids observed in the P0 generation as assessed by ORO staining. (E) Each large dot represents replicate experiments performed with 18 to 55 worms. (F) Representative images of the F1 progeny exposed to different amounts of glucose, whose parents were also exposed to those altered glucose levels. (**G**) Exposure to 1 or 2% glucose leads to decreased fertility. Each large dot represents an individual experiment performed in triplicate with 10 worms per plate. (**H**) Two successive generational exposures to 1 or 2% glucose lead to decreased fertility. (**I**) Three successive generational exposures to 1 or 2% glucose fail to induce decreased fertility. In all graphs, each color-coded dot represents the means ± SEM with individual replicates within an experiment presented in the same color with a smaller dot in superplot format (*63*). *P < 0.05; ***P < 0.001; ****P < 0.0001; ns, *P* > 0.05, as assessed by Fisher’s combined probability test.

### Transgenerational adaptation to hypoxia requires genes involved in metabolism, immunity, and the stress response

To determine how *C. elegans* adapted to repeated generational exposures to hypoxia, we performed RNA sequencing (RNA-seq) of normoxia-reared controls and *C. elegans* exposed to hypoxia for one, two, three, or four generations by which point all hypoxia-induced phenotypes we tested were no longer responsive to hypoxia treatment. 

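RNA was sequenced from whole worms of the wild-type N2 strain in 8 groups of 3 biological replicates, 24 libraries in all. Each of the 4 successive exposures had a hypoxia group, kept at 0.1% oxygen for 16 hours from the last larval stage (L4), and a normoxia group of the same generation. Exposures are numbered 1 to 4 here, exposure 1 being that of the P0 generation. The paper gives the normoxic oxygen level as about 21% in its results and about 20% in its methods, and it gives 1 μg of mRNA per library where the sample records give 500 ng. The authors enriched mRNA on poly(A) beads, kept reads with a quality score of 30 or above, trimmed adapters with CutAdapt, aligned the reads to the *C. elegans* genome (WS235) with bowtie2 and counted them on genes with FeatureCounts. The deposited values are whole-number counts of 46926 genes, without normalization. Whether the counting used the strand of the reads is not stated, so values of overlapping genes are uncertain and such genes are named as overlapping. Reads counted on genes per normoxia and hypoxia library were 29579236 to 33841402 (median 33194018) and 27210264 to 32838612 (median 28776925) in exposure 1. They were 29373731 to 35738284 (median 30007264) and 35173004 to 44738851 (median 35396056) in exposure 2, and 32077447 to 35228236 (median 32582321) and 26862487 to 41047528 (median 29136417) in exposure 3. In exposure 4 they were 39925768 to 46228496 (median 45188210) and 33126412 to 38250888 (median 33912530). The 22 ribosomal RNA genes held between 0.431 and 17.45% of a library's counts. Replicates of each group differed by more than the noise of counting, with a chi-square per gene of 5.83 to 452.5 over the 24 pairs, and all libraries were kept. Hypoxia was compared with normoxia within each exposure by edgeR's quasi-likelihood test after TMM normalization, in a separate fit of its 6 libraries. The paper filters genes under 350 counts and keeps a *P* value of 0.05 without stating whether counts were summed over libraries or *P* values adjusted. Here a gene was tested if its counts summed to at least 350 over the 6 libraries of an exposure and was called at a Benjamini-Hochberg adjusted p under 0.05, with no minimum fold change. This left 13171, 13820, 12934 and 13448 genes in exposures 1 to 4. The biological coefficient of variation between replicates was 0.235, 0.101, 0.160 and 0.1285 in the same order, so a change of a given size was harder to call in exposure 1 than in exposure 2. Whether the hypoxia effect differed between exposures was tested as a contrast in one fit of all 24 libraries, over the 12517 genes that passed the filter in all 4 exposures. That fit shares one estimate of the spread between exposures. It understates the spread of exposure 1, so a difference from exposure 1 may be called too readily. Exposures also differ in their cultures: 6755 of these genes differed between the 4 normoxia groups at an adjusted p under 0.05, and the number of exposures cannot be separated from the culture in this design. Values are given below as CPM (counts divided by the normalized library size), mean ± SD of n = 3 libraries. Log2 fold changes of an exposure come from its separate fit, whose normalization need not be that of the CPM. The ratio of mean CPM values can therefore depart from the printed log2 fold change, as for *C13B4.1* in exposure 2.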

We found that hypoxia treatment induced similar gene expression changes as we had previously observed (fig. S1A; *r*^2^ = 0.96) (*24*), suggesting that our RNA-seq analysis and hypoxia treatment were consistent and reproducible. 

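In exposure 1, 1752 genes were called up-regulated and 975 down-regulated by edgeR, together 20.7% of the genes tested, and the median absolute log2 fold change of these genes was 1.38. One fit of all 24 libraries, in which the exposures share one estimate of the spread between replicates, called 2745 and 2836 genes. Single libraries moved both counts as well, the down-regulated count by more than 1.5 times in 5 of 6 fits with 1 library left out. Without hypoxia replicate 2, 2782 genes were called up-regulated and 2191 down-regulated, without hypoxia replicate 3 the counts were 1206 and 411, and without normoxia replicate 2 they were 1250 and 332. Among genes called in the same direction in all 4 exposures, with every hypoxia library on one side of every normoxia library, the 3 largest rises in exposure 1 were those of *comt-4* (WBGene00021491), *Y40B10A.10* (WBGene00198913) and *cyp-14A4* (WBGene00011009). Adjusted p values of genes are those of edgeR's quasi-likelihood test with the Benjamini-Hochberg adjustment. *comt-4* (chromosome V, 2049217 to 2050185, minus strand, build WBcel235) rose from 9.73 ± 9.86 to 995 ± 661 CPM, a log2 fold change of 6.72 (standard error 1.41, adjusted p = 0.0169). Its log2 fold change stayed between 6.16 and 7.81 as each library was left out, but edgeR's adjusted p rose to 0.07825 without normoxia replicate 2 and to 0.0511 without hypoxia replicate 3. *Y40B10A.10* is a noncoding RNA gene inside *comt-4* on the opposite strand (2049985 to 2050132), so its log2 fold change of 6.49 may come from reads of *comt-4*. *cyp-14A4* (chromosome X, 13282043 to 13284197, minus strand) rose from 0.181 ± 0.0922 to 11.2 ± 2.99 CPM, a log2 fold change of 5.95 (standard error 0.40, edgeR adjusted p = 0.000582). The 3 largest falls were those of *T22F3.11* (WBGene00020700), of the pseudogene WBGene00017205 and of *F46C5.1* (WBGene00009778). *T22F3.11* (chromosome V, 3612158 to 3614553, minus strand) fell from 272 ± 248 to 0.849 ± 0.615 CPM, a log2 fold change of −8.25 (standard error 1.56, edgeR adjusted p = 0.0114, and 0.05465 without hypoxia replicate 3). WBGene00017205 (chromosome V, 7647836 to 7649817, minus strand) fell from 21.0 ± 16.2 to 0.181 ± 0.155 CPM, with a log2 fold change of −6.795 (standard error 1.15, edgeR adjusted p = 0.00709). *F46C5.1* (chromosome II, 8820153 to 8821190, minus strand, overlapping *linc-72*) fell from 33.4 ± 19.2 to 2.04 ± 1.53 CPM, with a log2 fold change of −3.97 (standard error 0.80, edgeR adjusted p = 0.0144, and 0.0566 without hypoxia replicate 1).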

We found that hypoxia treatment in a single generation caused an up-regulation of 2222 genes and a down-regulation of 1483 genes, which reached our significance cutoff across multiple datasets (Fig. 3A). These genes were enriched for genes involved in a variety of metabolic processes, immune response, and lipid catabolism (fig. S2 and table S5). 

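Table S5 names the members of each enriched term among the authors' own calls in exposure 1. Counting those members among the calls made here therefore shows what the genes did in these libraries and is not independent evidence of enrichment, which was not computed over the genome. The gene column of the table as held here names 1998 of the paper's 2222 up-regulated genes, and member lists end at 27 genes, so terms were used only where all members are named, which is so for 168 of 290 terms. For pyruvate metabolic process, 12 of 17 members were called up-regulated in exposure 1, with a median log2 fold change of 0.69. Glycolytic process had 9 of 11 (median 0.66) and glucose metabolic process 7 of 9 (median 1.19). Of 16 members of fatty acid beta-oxidation, 10 were called up-regulated in exposure 1 (median 1.20), 16 in exposure 2, 14 in exposure 3 and 11 in exposure 4. Defense response to Gram-negative bacterium had 16 of the 26 members tested called up-regulated in exposure 1 (median 0.94), and 23, 12 and 22 in exposures 2 to 4. Of 21 members of the molting cycle, listed among down-regulated genes, 14 were called down-regulated (median −1.18).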

We found that hypoxia treatment elicited mostly similar changes in gene expression if performed for one, two, three, or four successive generations (Fig. 3, A and B, and fig. S1B). 

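In exposures 2, 3 and 4, 5146, 1606 and 3644 genes were called up-regulated and 5010, 2289 and 3097 down-regulated, which is 73.5, 30.1 and 50.1% of the genes tested. The count of 1606 fell to 891 when normoxia replicate 1 of exposure 3 was left out. Median absolute log2 fold changes of the called genes were 0.73, 0.86 and 0.57. Of the genes up-regulated in exposure 1, 95.4% were called up-regulated again in exposure 2, 36.1% in exposure 3 and 87.9% in exposure 4. Their median log2 fold change was 1.57 in exposure 1 and 1.67, 0.42 and 1.17 in the later exposures, with 98.6, 87.1 and 98.9% of those tested on the same side of 0. Of the down-regulated genes, 75.3, 58.7 and 57.4% were called again in exposures 2, 3 and 4, with 86.7, 94.6 and 93.3% on the same side of 0 and medians of −0.85, −0.73 and −0.38 after −1.04. A smaller share called again can come from a smaller change or from a wider spread between replicates, so these shares are not measures of effect size. Across all genes tested in every exposure, log2 fold changes of exposure 1 had a Pearson correlation of 0.683 with those of exposure 2, 0.606 with exposure 3 and 0.8135 with exposure 4 (Spearman 0.629, 0.567 and 0.762). In a principal components analysis of log2 CPM, the first 3 components held 44.15, 19.3 and 13.0% of the variance. Normoxia groups of exposures 1, 2 and 4 lay at −45.55 ± 0.44, −43.85 ± 1.25 and −43.2 ± 0.97 on the first component, and that of exposure 3 at −17.5 ± 0.51. The hypoxia groups of exposures 1 to 4 lay at 36.4 ± 4.17, 61.8 ± 2.56, 36.9 ± 6.78 and 15.0 ± 1.20.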

We were most interested in genes whose altered expression disappeared when the transgenerational phenotypes displayed adaptation, in the second generation for longevity and the fourth generation for fertility. These genes would include those that were dysregulated in response to hypoxia treatment after one generation but not after two, three, or four generations as these would be hypoxia-responsive genes that adapted to regulate longevity; genes that were dysregulated in response to hypoxia treatment after one, two, and three generations but not after four generations would be hypoxia-responsive genes that adapted to regulate fertility.

**Fig. 3.**
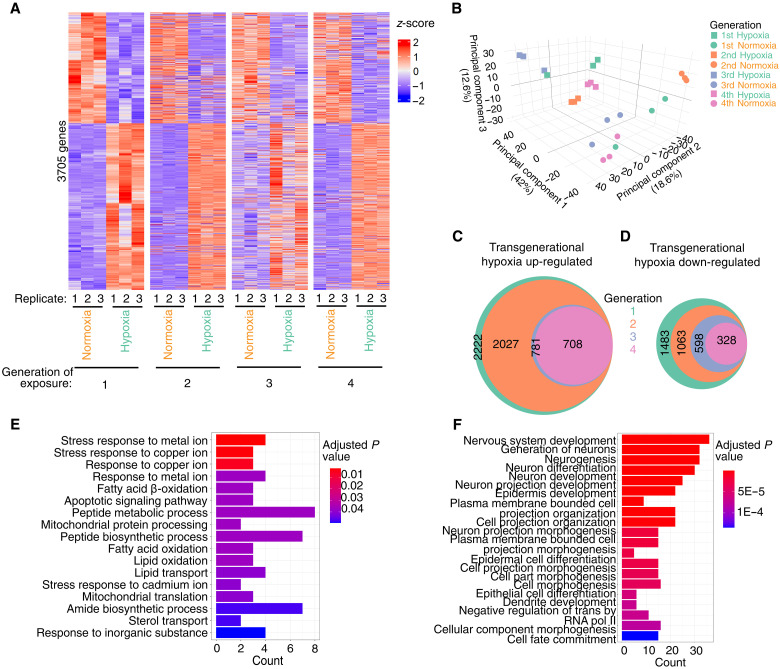
Repeated generational hypoxia exposure reveals transgenerationally adapted gene expression. (**A** and **B**) Repeated generational exposure to hypoxia induces the dysregulation of a roughly similar set of genes at each generation as visualized by (A) heatmap and (B) principal components analysis. (**C** and **D**) Venn diagrams reveal which transcripts are consistently (C) up-regulated or (D) down-regulated in response to repeated hypoxia exposure. (**E**) GO analysis of 73 consistently up-regulated genes in response to repeated hypoxia exposure in the first to third generation that are not up-regulated in the fourth generation reveals genes involved in stress response, metabolism, apoptosis signaling, as well as lipid oxidation and transport. (**F**) GO analysis of 270 consistently down-regulated genes in response to repeated hypoxia exposure in the first to third generation that are not down-regulated in the fourth generation reveals genes involved in development, organization, and cell fate determination.

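Of the genes called in exposure 1, 1671 were called up-regulated and 734 down-regulated in exposure 2 as well. A further 8 of the up-regulated and 79 of the down-regulated genes were called in the opposite direction in exposure 2. The number called down-regulated in both exposures depended on single libraries of exposure 1, falling to 263 without normoxia replicate 2 and rising to 1603 without hypoxia replicate 2.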

We found that, of the 3705 statistically significantly dysregulated genes in response to one generation of hypoxia exposure, 2027 genes were consistently up-regulated and 1063 genes were consistently down-regulated after two successive hypoxia exposures. Of these genes, 781 were consistently up-regulated and 598 were consistently down-regulated after three successive hypoxia exposures. Of these genes, 708 were consistently up-regulated and 328 were consistently down-regulated after four successive generations of hypoxia exposure (Fig. 3, C and D, and fig. S1C). 

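In exposures 1, 2 and 3 alike, 597 genes were called up-regulated and 418 down-regulated. Without hypoxia replicate 3 of exposure 1 the up-regulated count was 377, and without normoxia replicate 2 of exposure 1 the down-regulated count was 212. Exposure 3 accounts for most of the drop among up-regulated genes, since 925 genes were called up-regulated in exposures 1, 2 and 4 but not in exposure 3, against 30 that missed a call only in exposure 2. Among down-regulated genes these counts were 188 and 98, an order that turned with no filter (158 and 215), with a minimum fold change (11 and 53) and in 4 of 6 fits with 1 library of exposure 1 left out. The count of 188 ranged from 25 without normoxia replicate 2 of exposure 1 to 849 without hypoxia replicate 2 of exposure 1, and the counts of 30 and 98 from 4 to 55 and from 31 to 192 as single libraries of exposure 1 were left out.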

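All 4 exposures called 557 genes up-regulated and 248 down-regulated. The counts were lowest without hypoxia replicate 3 of exposure 1 (362 up-regulated) and without normoxia replicate 2 of exposure 1 (141 down-regulated). Over exposures 1 to 4 the median log2 fold change of the up-regulated genes was 1.54, 1.73, 0.81 and 1.24, and that of the down-regulated genes −1.39, −1.40, −1.15 and −0.69. These medians are of genes chosen for being called in each exposure.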

We therefore focused on genes that were dysregulated when phenotypes of extended life span or reduced fertility were present but no longer dysregulated when those phenotypes disappeared (in the second and fourth generation, respectively). These comparisons revealed 195 up-regulated and 420 down-regulated genes that were dysregulated after one generation of hypoxia but not after two generations of successive hypoxia whose adapted expression are presumably involved in the intergenerational adaptation to hypoxia that regulates longevity. 

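Called in exposure 1 and not in exposure 2 were 81 up-regulated and 241 down-regulated genes, of which 5 and 44 had too few counts in exposure 2 to be tested there. Both counts depended on how the spread between replicates was estimated and on single libraries: one fit of all 24 libraries gave 677 and 708. With 1 library left out they ranged from 9 (normoxia replicate 2 of exposure 1) to 506 (hypoxia replicate 2 of exposure 1) and from 69 to 588 for the same 2 libraries. A gene that is no longer called need not have changed its response, so the effect in exposures 1 and 2 was compared directly for each gene. At an edgeR adjusted p under 0.05 the effect differed in the direction of the loss for 66 of the up-regulated and 152 of the down-regulated genes. This comparison uses the shared spread of all 24 libraries, which is narrower than that of exposure 1. In exposure 2, 8 of the up-regulated genes were called down-regulated and 79 of the down-regulated genes up-regulated. Many were called again in the first direction later: 36 and 58 of the 81 in exposures 3 and 4, and 154 and 124 of the 241. Among those with an edgeR adjusted p under 0.05 for the difference, the up-regulated genes with the smallest p were *C13B4.1* (WBGene00007545) and *Y92H12BL.5* (WBGene00022366), and the down-regulated ones *F54E2.1* (WBGene00018823) and *C12D12.1* (WBGene00015713). *C13B4.1* (chromosome II, 14470371 to 14479633, minus strand) rose from 79.3 ± 1.05 to 96.4 ± 4.13 CPM in exposure 1 and fell from 78.3 ± 1.80 to 59.5 ± 5.32 in exposure 2, log2 fold changes of 0.30 (standard error 0.08, edgeR adjusted p = 0.0398) and −0.29 (standard error 0.07, adjusted p = 0.00324). *Y92H12BL.5* (chromosome I, 1365303 to 1376409, plus strand, overlapping *Y92H12BL.6*) had log2 fold changes of 0.41 and −0.46 (edgeR adjusted p = 0.0235 and 0.000819). *F54E2.1* (chromosome V, 2810398 to 2812017, plus strand) fell from 83.5 ± 4.40 to 61.9 ± 3.92 CPM in exposure 1 (log2 fold change −0.41, standard error 0.08, edgeR adjusted p = 0.0147). In exposure 2 it rose from 8.10 ± 1.27 to 74.0 ± 0.893 CPM (3.29, standard error 0.10, edgeR adjusted p = 2.92e-09), where its normoxia level, not its hypoxia level, is the one that differs most from exposure 1. *C12D12.1* (chromosome X, 3499253 to 3505260, plus strand) had log2 fold changes of −0.60 and 1.63 (edgeR adjusted p = 0.0393 and 1.95e-07). The call of each of these 4 genes in exposure 1 was lost in at least 4 of the 6 fits with 1 library left out.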

The adaptation genes were enriched for genes involved in sugar metabolism and immune response genes, which could potentially help to explain the extended longevity phenotype in the first but not the second generation (fig. S2, A and B). 

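Terms of Fig. 3, E and F, and fig. S2, A and B, whose members Table S5 names in full were tested among the genes no longer called, by Fisher's exact test on one side against the genes called in exposure 1 in the same direction both by edgeR and by DESeq2 on genes with more than 350 counts (1752 and 973), the calls that Table S5 covers, with 19 tests adjusted together. Because Table S5 names members only among the authors' calls, such a test asks whether members of a term are lost more often than other responsive genes. The terms come from the paper's panels of genes lost in these same libraries, so a small p is not independent evidence for a term. Of the 20 and 22 terms of fig. S2, A and B, 2 and 6 could be tested. The terms for immune response could not. Among the 81 up-regulated genes, organic hydroxy compound metabolic process had 2 of 16 members (0.740 expected by chance, Fisher's exact p = 0.167) and pyruvate metabolic process 1 of 12 (0.555 expected, exact p = 0.434). Among the down-regulated genes, 240 of which are in this background, the molting cycle had 7 of 14 members (3.45 expected, exact p = 0.0346, adjusted p = 0.0658), and nuclear pore localization 3 of 5 (adjusted p = 0.157 by the same exact test). None of these 8 terms had an adjusted p under 0.05, and 2, which share their members, had an unadjusted p under 0.05. Organic hydroxy compound metabolic process had an adjusted p under 0.05 with calls from DESeq2 (195 and 420 genes).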

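Up-regulated in exposures 1, 2 and 3 but not called in exposure 4 were 40 genes, and down-regulated in the same way were 170. One fit of all 24 libraries gave 122 and 557, and fits with 1 library left out gave 15 (without hypoxia replicate 3 of exposure 1) to 69 (without hypoxia replicate 2 of exposure 1) and 71 (without normoxia replicate 2 of exposure 1) to 215 (without normoxia replicate 3 of exposure 4). By edgeR's test of the difference between exposures 1 to 3 and exposure 4, at an adjusted p under 0.05, the effect was weaker in exposure 4 for 22 of the 40 and 160 of the 170. Of those tested in exposure 4, 31 of 34 and 144 of 168 still changed in the first direction, with median log2 fold changes of 0.15 and −0.17 in exposure 4. The smallest p for this difference among the up-regulated genes were those of *Y38E10A.14* (WBGene00012592) and *cdr-2* (WBGene00008296), and among the down-regulated genes those of *nrf-6* (WBGene00003813) and *F19C7.2* (WBGene00017592). *Y38E10A.14* (chromosome II, 12623110 to 12624533, minus strand) rose from 5.78 ± 2.57 to 25.45 ± 1.30 CPM in exposure 1, with log2 fold changes of 2.15, 2.52 and 2.17 in exposures 1 to 3. In exposure 4 it went from 13.6 ± 1.45 to 10.6 ± 1.56 CPM (−0.40, edgeR adjusted p = 0.0385), a fall whose call was lost in 4 of 6 fits with 1 library left out. *cdr-2* (chromosome V, 12414656 to 12415709, minus strand) rose from 15.2 ± 2.38 to 36.6 ± 4.04 CPM in exposure 1 (log2 fold change 1.29, standard error 0.15, edgeR adjusted p = 0.00155), with 2.87 and 1.11 in exposures 2 and 3. It went from 18.0 ± 1.99 to 19.6 ± 0.436 CPM in exposure 4 (0.09, edgeR adjusted p = 0.473). *nrf-6* (chromosome II, 8028953 to 8032708, minus strand) fell from 146 ± 18.9 to 77.6 ± 11.0 CPM in exposure 1, with log2 fold changes of −0.89, −0.96 and −1.92, and went from 91.6 ± 3.81 to 87.8 ± 4.06 CPM in exposure 4 (−0.10, edgeR adjusted p = 0.181). *F19C7.2* (chromosome IV, 4599954 to 4602778, plus strand) had log2 fold changes of −1.06, −1.38, −2.46 and 0.42, its rise in exposure 4 (edgeR adjusted p = 0.0252) being lost in 4 of 6 fits with 1 library left out.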

The comparisons of hypoxia-dysregulated genes in generations one, two, and three to those no longer dysregulated in generation four (the transgenerational hypoxia-adapted fertility genes) consisted of 73 up-regulated genes (Fig. 3E) and 270 down-regulated genes of interest (Fig. 3F). An analysis of these transgenerationally adapted genes revealed up-regulated genes that were enriched in apoptosis signaling, the response to different metals, as well as lipid oxidation and transport (Fig. 3E). 

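Among the 40 up-regulated genes, the response to metals was the term with the smallest p: stress response to metal ion had 4 of its 12 members (0.274 expected, Fisher's exact p = 0.000101, adjusted p = 0.00102), and stress response to copper ion, which shares genes with it, 3 of 5 (0.114 expected). The first kept an adjusted p under 0.05 in each alternative and each of 24 fits with 1 library left out, and the copper term in 22 of these, with an adjusted p of 0.0902 by the same exact test without normoxia replicate 2 of exposure 1. Fatty acid beta-oxidation had 1 of 10 members (0.228 expected, exact p = 0.207, adjusted p = 0.251). With calls at an adjusted p under 0.05 in the authors' deposited tables, it had 4 of 16 (same exact test, adjusted p = 0.00388). Of 17 terms of Fig. 3E, 7 could be tested, and terms for apoptosis and lipid transport were not among them.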

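Of 20 terms of Fig. 3F, 4 could be tested among the 170 down-regulated genes, by the exact test used for the up-regulated genes. Epidermis development had 7 of its 10 members (1.75 expected, Fisher's exact test, adjusted p = 0.00158), epidermal cell differentiation 4 of 5 (adjusted p = 0.0124), epithelial cell differentiation 5 of 8 (0.0149) and negative regulation of transcription by RNA polymerase II 7 of 15 (0.0193). Single libraries decided these results: with 1 left out, the terms kept an adjusted p under 0.05 in 20, 17, 14 and 13 of 24 fits, and without hypoxia replicate 1 of exposure 3 the adjusted p was 0.103 for epidermis development by the same exact test. With a minimum fold change none of the 4 terms had an adjusted p under 0.05. Epithelial cell differentiation lost it also with no filter and with calls from the authors' deposited tables (0.118 by the same exact test). The transcription term lost it also with upper-quartile normalization, with at least 10 counts in every library and with the replicate number as a block. Fertility was not measured in these libraries.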

The down-regulated transgenerationally adapted genes were enriched in development, organization, and cell fate determination genes (Fig. 3F), which might help to explain the absence of a fertility defect in the fourth generation of successive hypoxia treatments. Together, these gene expression analyses revealed that most hypoxia-responsive genes still respond to hypoxia treatment despite repeated hypoxia exposures (Fig. 3, A and B, and fig. S1B) and that only a very small number of genes displayed adaptations in terms of expression that could correlate with the adaptations of phenotypes that we observed.

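The authors conclude that most responsive genes still respond, and propose that only few adapted in expression in a way that may go with the adaptations of the phenotypes. The effect of hypoxia differed between exposures 1 and 2 for 4351 of the genes tested in all exposures, by edgeR's test of the difference at an adjusted p under 0.05, and was higher in exposure 1 for 2678 and lower for 1673. Between exposures 1 to 3, as their mean, and exposure 4 it differed for 2464, being higher in the earlier exposures for 572 and lower for 1892. The median difference over all genes tested was 0.147 in the first comparison and −0.098 in the second. With upper-quartile normalization these medians were 0.058 and −0.072. Part of each split into higher and lower may therefore come from the scaling. Without normoxia replicate 2 of exposure 4 the count of 2464 was 1450. These counts include genes whose response became stronger and genes that kept their direction and call, so they measure something other than the loss of a call. Among the genes tested in each exposure, those no longer called in exposure 2 had median log2 fold changes over exposures 1 to 4 of 0.72, 0.07, 0.39 and 0.50 if up-regulated and −1.10, 0.18, −1.13 and −0.49 if down-regulated. For genes no longer called in exposure 4 the medians were 0.86, 1.06, 0.82 and 0.15, and −1.11, −1.38, −1.07 and −0.17.

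**Figure D1:**
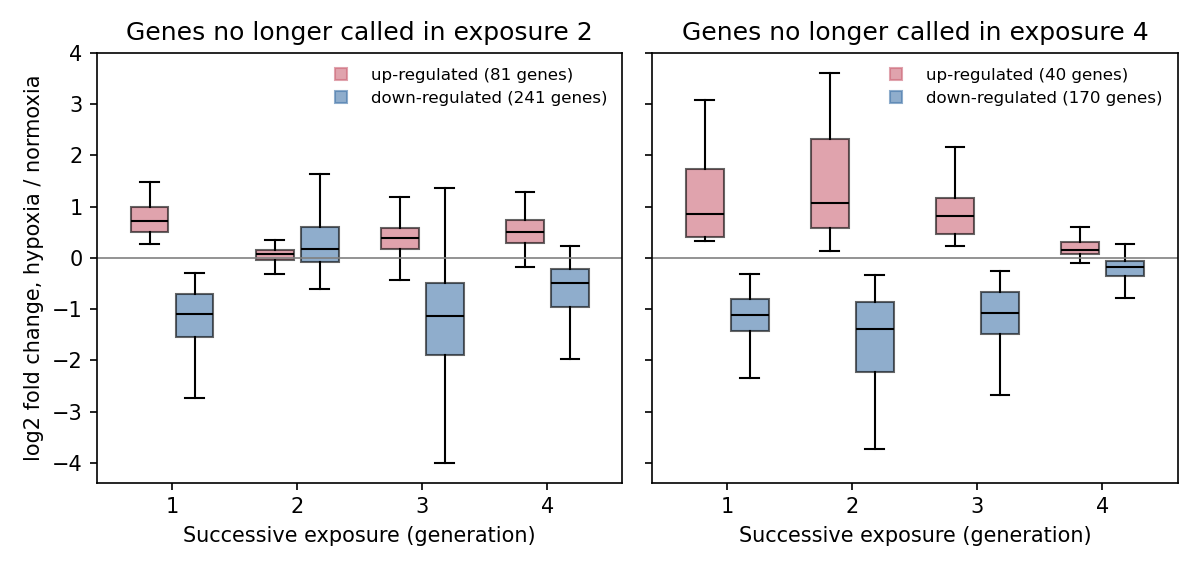
Log2 fold changes, hypoxia against normoxia, in each exposure of the genes no longer called in exposure 2 or in exposure 4. Genes were chosen by their calls, which alone makes the last change smaller.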

To further refine our examination of how transcription changes differ in a single generation exposure to hypoxia from repeated hypoxia exposures, we performed comparisons of the gene expression dataset generated in this study to the one we had previously generated (*24*). We found that the greater majority of the 949 shared hypoxia-responsive genes present in both datasets maintained consistent dysregulation after repeated hypoxia exposure but mostly lost their dysregulation in subsequent generations in response to a single hypoxia exposure (fig. S3A). Analysis of this restricted set of hypoxia transgenerationally dysregulated genes did not reveal any major differences to the first dataset. A gene set enrichment analysis of the 134 genes that were dysregulated in the P0 but not in the F1 in response to repeated hypoxia did not reveal any obvious longevity regulating candidates (fig. S3B), although perhaps pathways involved in protein and fat binding or lipid metabolism could be involved in that hypoxia-adapted phenotype as lipid metabolism genes have been demonstrated to play a role in regulating longevity (*30*, *31*). A gene ontology (GO) analysis of the 219 significantly dysregulated genes from the first, second, and third generations of repeated hypoxia that were not dysregulated in the fourth generation again revealed genes involved in development, which could explain the defects in fertility (fig. S3C). Together, these analyses begin to help to reveal how *C. elegans* can adapt to repeated generational stresses on a transcriptional level.

### H3K27 trimethylase regulating enzymes are required for transgenerational adaptation

To determine how transgenerational adaptation to hypoxia was regulated, we first examined our RNA-seq data to see whether there were any epigenetic regulatory enzymes that displayed expression patterns that would match the phenotypic observations. However, we failed to observe any epigenetic regulators that displayed dysregulation after one generation of hypoxia but not subsequent generations or after three repeated generations of hypoxia but not after the fourth (fig. S2C). 

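Of the 21 regulators of fig. S2C, 3 were called in exposure 1 (4 at an unadjusted p under 0.05): *set-30* (WBGene00022499) rose, and *wdr-5.1* (WBGene00006474) and *jmjd-3.2* (WBGene00009089) fell. In exposure 2, 2 rose and 13 fell, in exposure 3, 2 rose (*ego-1* and *csr-1*) and 1 fell (*jmjd-3.2*), and in exposure 4, 2 rose and 9 fell. Adjusted over the list alone, 3, 15, 2 and 11 were called. The count in exposure 1 was 0 without normoxia replicate 2 and 6 without hypoxia replicate 2, and the count in exposure 3 ranged from 1 (without its normoxia replicate 1) to 7 (without its normoxia replicate 2). All 3 regulators called in exposure 1 were called again in exposure 2 in the same direction, so none was called in exposure 1 alone. *jmjd-3.2* (chromosome X, 14448210 to 14453567, plus strand, overlapping *F23D12.7*) was called in exposures 1, 2 and 3 and not in exposure 4. It went from 9.09 ± 2.88 to 3.32 ± 1.14, from 8.89 ± 2.53 to 1.83 ± 0.296, from 4.07 ± 0.925 to 1.65 ± 0.431 and from 3.53 ± 0.914 to 2.47 ± 0.461 CPM. Its log2 fold changes were −1.43 (standard error 0.33, edgeR adjusted p = 0.0254), −2.19 (0.23, 1.32e-05), −1.29 (0.27, 0.00959) and −0.55 (0.23, 0.0742). The effect in exposures 1 to 3 differed from that in exposure 4 by −1.17 (standard error 0.34, edgeR adjusted p = 0.02135), and its normoxia level was lower in exposures 3 and 4 than in exposures 1 and 2. In the authors' deposited DESeq2 table of exposure 4 it has a log2 fold change of −0.60 and an adjusted p of 0.0488, so that table calls it in all 4 exposures. Single libraries decided parts of this: the call in exposure 1 was lost without normoxia replicate 2 or 3 or hypoxia replicate 3 (edgeR adjusted p = 0.0804, 0.0781 and 0.0985), exposure 4 was called without its normoxia replicate 1 (0.0148), and the difference was lost without normoxia replicate 1 or 2 or hypoxia replicate 3 of exposure 4 (0.0620, 0.09375 and 0.0794). *wdr-5.1* (chromosome III, 3705285 to 3706784) fell from 108 ± 1.38 to 86.6 ± 4.38 CPM in exposure 1 (−0.30, standard error 0.08, edgeR adjusted p = 0.0367), a call lost in 5 of 6 fits with 1 library left out, and had −0.56, 0.08 and −0.10 (edgeR adjusted p = 5.9e-05, 0.453 and 0.0995) in exposures 2 to 4. *set-30* (chromosome X, 4999270 to 5003516) had log2 fold changes of 0.47, 0.98, −0.23 and 0.24 (edgeR adjusted p = 0.0245, 1.58e-05, 0.322 and 0.0757). *mes-3* (WBGene00003221, chromosome I, 4996835 to 5003202) had 0.07 in exposure 1 and −0.43 in exposure 2 (edgeR adjusted p = 0.613 and 7.28e-05).

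**Figure D2:**
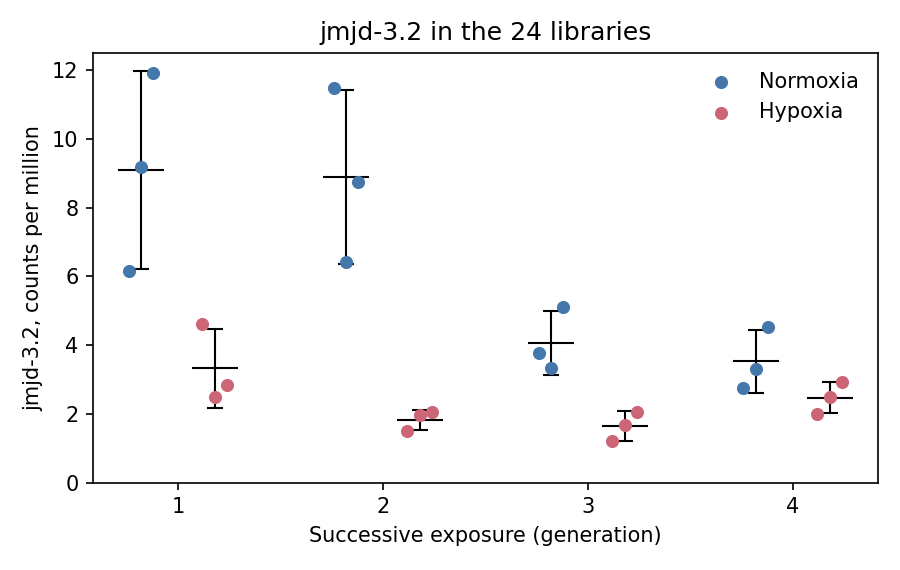
CPM of *jmjd-3.2* in each of the 24 libraries, by exposure and oxygen level.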

Because altered expression of epigenetic regulatory enzymes did not correlate with the transgenerational adaptation phenotypes and because epigenetic regulatory enzymes are regulated in many different ways other than gene expression levels (*32*, *33*), we proceeded to perform a directed genetic screen on epigenetic regulating genes that we had previously tested for their requirements for transgenerational epigenetic inheritance in response to a single exposure to hypoxia (*24*). We identified that the H3K4 mono- and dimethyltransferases SET-17 and SET-30 (*34*), the intrinsically disordered protein MEG-3, which is involved in phase separation through RNA binding (*35*), the putative H3K27me3 demethylase JMJD-3.2 (*36*), and the putative H3K9 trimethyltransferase SET-25 (*37*) were all dispensable for transgenerational adaptation to hypoxia (Fig. 4, A to D, and fig. S3). We had previously determined that *jmjd-3.2*, *set-25*, and *meg-3* were both required for the transgenerational epigenetic inheritance of fertility defects in response to a single exposure of hypoxia (*24*). These genes are necessary for the transgenerational hypoxia response but are dispensable for transgenerational adaptation, demonstrating that these disparate phenomena are regulated by independent mechanisms.

**Fig. 4.**
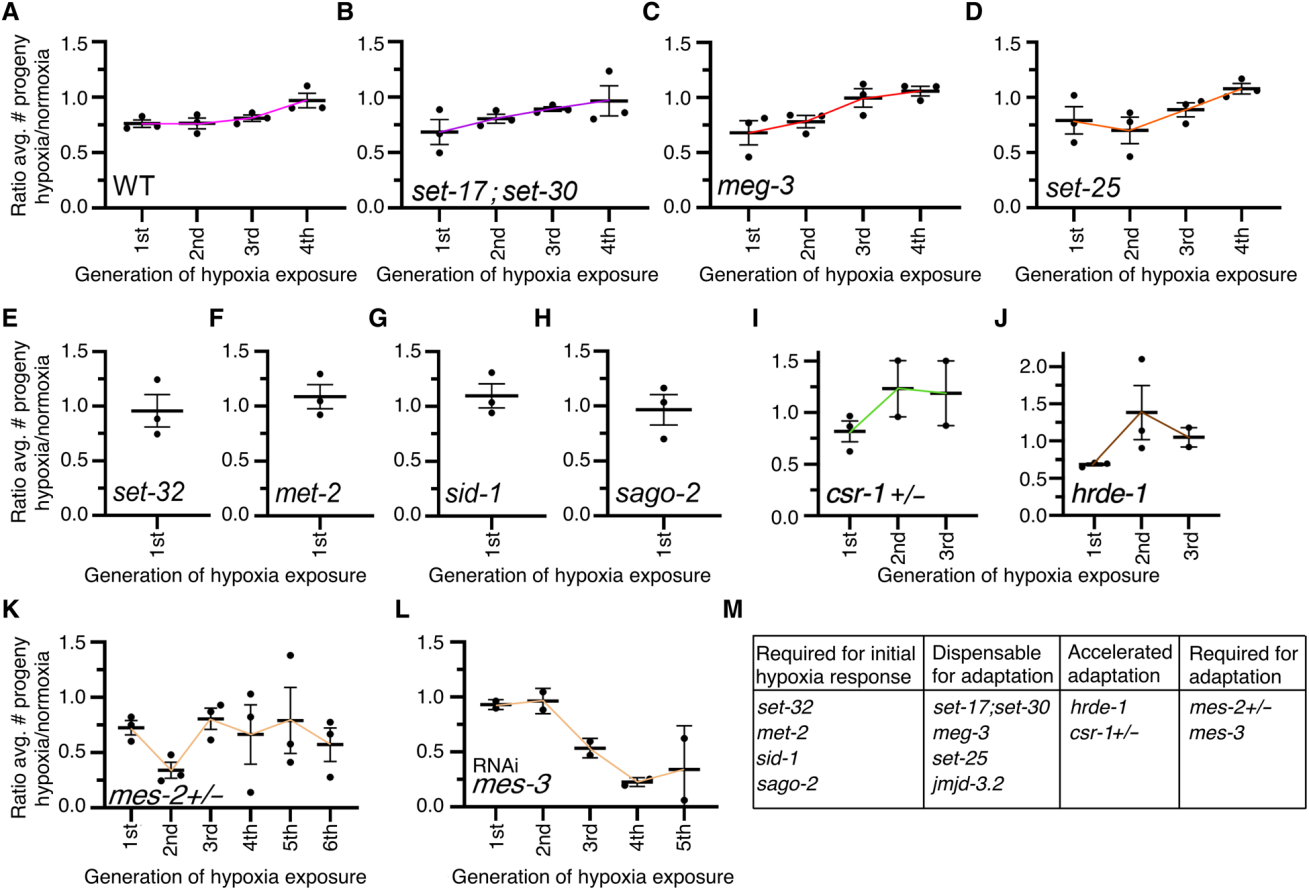
The PRC2 complex is required for transgenerational adaptation to hypoxia. (**A** to **D**) *set-17;set-30*, *meg-3*, and *set-25* mutant worms all adapted to repeated generational hypoxia exposure after four generations as WT worms do, suggesting that these genes are not involved in transgenerational adaptation to repeated hypoxia exposure. (**E** to **H**) *set-32*, *met-2*, *sid-1*, and *sago-2* mutant worms do not display reduced fertility in response to a single generation of hypoxia, suggesting that these genes are necessary for the initial hypoxia response. (**I** and **J**) *csr-1* heterozygous and *hrde-1* mutant worms adapt to repeated generational hypoxia exposure after two generations rather than four generations, suggesting that these argonaute genes are required for maintaining the generational clock. (**K** and **L**) *mes-2* heterozygous mutant worms and knockdown of *mes-3* eliminated the adaptation to repeated generational hypoxia exposure, suggesting that these genes are required for transgenerational adaptation. Each dot represents an independent experiment consisted of three replicate plates with 10 worms per plate. For *hrde-1* and *mes-2* mutant strains, 20 worms were used per plate. The ratio of the average number of eggs laid by hypoxia-treated worms divided by the average number of eggs laid by normoxia-treated worms is displayed. Error bars represent the SEM, and colored lines are used as a trendline across generations. (**M**) Summary of all genetic screening experiments.

As we had previously reported (*24*), we confirmed that the H3K23 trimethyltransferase SET-32 (*38*), the dsRNA transporter SID-1 (*39*), and the small RNA argonaute SAGO-2 (*40*) were all required for the initial response to hypoxia and expanded these findings by identifying that the putative H3K9 methyltransferase MET-2 (*41*) was also required for the initial response to hypoxia (Fig. 4, E to H), and therefore it is not possible to determine whether these genes play a role in transgenerational adaptation. We determined that deletion of the argonaute proteins, CSR-1 (*42*) and HRDE-1 (*43*), accelerated the adaptation to hypoxia (Fig. 4, I and J). Although the hypoxia-exposed *csr-1* and *hrde-1* mutant worms laid fewer eggs in the first generation, after another successive exposure to hypoxia, *csr-1* and *hrde-1* mutant worms laid comparable or even slightly higher numbers of eggs to normoxia worms (Fig. 4, I and J). We had previously found that *hrde-1* was required for transmitting the transgenerational epigenetic inheritance of fertility defects in response to a single exposure of hypoxia (*24*), suggesting that small RNAs are involved in both the transgenerational hypoxia response and the transgenerational adaptation process.

We identified that worms that were heterozygous for the putative H3K27 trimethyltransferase *mes-2* (*44*) never adapted to repeated successive hypoxia exposures (Fig. 4K). MES-2 is the catalytic enzyme of a multisubunit protein complex, termed the polycomb repressive complex 2 (PRC2), that is important for maintaining repressive H3K27me3 chromatin modifications (*45*–*48*). We had previously found that *mes-2* was also required for inheritance in response to a single generation exposure to hypoxia (*24*). MES-3 is an ortholog of the suppressor of Zeste 12 (SUZ12) (*44*, *49*), a core subunit of the PRC2 complex that provides a structural scaffold for the complex and is necessary for the methyltransferase activity (*50*, *51*). *mes-3* knockdown also prevented adaptation to repeated successive hypoxia exposures (Fig. 4L). *mes-3* knockdown in conjunction with hypoxia treatment made the fertility relative to normoxia virtually indistinguishable until the third generation. This finding could be due to incomplete penetrance of RNA interference (RNAi), a resetting of exogenous heritable dsRNA (*52*), or a synergism between the maternal effect sterile phenotype of *mes-3* depletion and hypoxia treatment having altered penetrance over successive generations. Together, however, these results suggest that this complex and H3K27 methylation are required for the transgenerational adaptation to hypoxia.

## DISCUSSION

Through these experiments, we showed that *C. elegans* adapt on a transgenerational scale to repeated hypoxia and elevated glucose exposures. We found that, after two generations of successive hypoxia exposure, *C. elegans* no longer display a hypoxia-induced life-span extension (Fig. 1D). We also found that, after four generations of successive hypoxia exposure, *C. elegans* no longer display a hypoxia-induced fertility defect (Fig. 1B). This phenomenon was not specific to hypoxia exposure as repeated generation exposure to elevated glucose also caused an adaptation in *C. elegans* (Fig. 2). We observed that, for the most part, repeated hypoxia exposure continued to cause the dysregulation of many transcripts (Fig. 3A and fig. S1B). However, we identified a subset of transgenerationally adapted genes whose expression was no longer altered in response to two successive exposures to hypoxia and were involved in sugar metabolism and immune response genes, raising the possibility that these genes could be important for life-span regulation in response to hypoxia. Similarly, we identified a subset of transgenerationally adapted genes whose expression was no longer altered in response to four successive exposures to hypoxia and were involved in apoptosis signaling, the response to different metals, as well as lipid oxidation and transport, raising the possibility that these genes are important for fertility regulation. Through a directed genetic screen, we found that the argonautes CSR-1 and HRDE-1 as well as the H3K27 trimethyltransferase complex are necessary for transgenerational adaptation to hypoxia. Together, these results demonstrate that organisms can adapt on a transgenerational scale to repeated stresses and that this transgenerational adaptation shares some of the same epigenetic regulating enzymes that are required for the initial transgenerational response to that same stress.

Our previous work had identified that both HRDE-1 and MES-2 were necessary for the transgenerational response to a single generational exposure to hypoxia (*24*). When these genes were deleted, *C. elegans* displayed an initial response to hypoxia but were unable to transmit the phenotypes to naïve normoxia-reared descendants (*24*). Here, we found that *hrde-1* deletion and ablation of the PRC2 complex had opposite phenotypic consequences. Deletion of *hrde-1* accelerated the transgenerational adaptation, such that two successive generations of hypoxia exposure was sufficient to induce transgenerational adaptation instead of four repeated generations (Fig. 4J), whereas ablation of the PRC2 complex made it so that worms were resistant to transgenerational adaptation (Fig. 4, K and L). Although these findings are mostly phenomenological in their essence, they do point to some exciting potential mechanisms that could be further followed up on with regard to small RNAs and H3K27me3 inheritance. It is possible that one set of small RNAs could be responsible for an initial transgenerational response whereas a second set of small RNAs could be responsible for the transgenerational adaptation response. Similarly, H3K27me3 could mark the histones of one set of genes important for an initial transgenerational response and a second set of genes important for the transgenerational adaptation response, and both sets of genes and small RNAs could independently be important for conferring extended longevity and reduced fertility.

Many, but not all, of the genes we identified as being necessary for transgenerational epigenetic inheritance in response to a single exposure of hypoxia (*24*) were also involved in the transgenerational adaptation to repeated hypoxia exposure. Because the transgenerational epigenetic inheritance and the transgenerational adaptation to hypoxia are almost two opposing phenomena, it is perhaps expected that small RNA regulation is necessary for the former and deletion accelerates the latter. However, ablation of PRC2 inhibits both transgenerational epigenetic inheritance and transgenerational adaptation from occurring. This finding harkens back to the opposing role of EZH2 as an oncogene or a tumor suppressor (*53*–*56*) and a pro-aging and pro-longevity signal depending on its context (*57*–*59*), highlighting the context-dependent nature of epigenetic regulators. This reinforces that these enzymes may have alternative functions in different cell types or circumstances. It will be interesting, in future studies, to investigate how H3K27me3 regulation can accomplish these opposing actions in transgenerational epigenetic inheritance.

Unexpectedly, the transgenerational adaptation of different traits, such as life span and fertility, took place on a different generational time scale, with longevity adapting after two successive generations but fertility requiring four to fully adapt. This difference suggests that either the two different traits have different thresholds for altered phenotypes and there is simply a slow decrease in the heritable molecules, which happens to pass the threshold for longevity before the threshold for altering fertility occurs, or the environmental changes are inducing many independent signaling pathways in parallel and some are no longer induced in response to repeated hypoxia more rapidly than other signaling pathways. These two options are not mutually exclusive, and it will be interesting, in future experiments, to identify the universe of all heritable materials and identify which molecules are specifically responsible for which heritable phenotype.

We had also previously identified that a single generation of hypoxia exposure caused an intergenerational reduction of neutral lipids (*24*). In this current study, we found that our GO analysis for transgenerationally adapted up-regulated genes revealed an enrichment for genes involved in lipid oxidation and lipid transport. Given that some lipids function as signaling molecules between cells (*60*) and between organisms (*61*) and even potentially across generations (*62*, *63*), it will be interesting to determine whether altered lipid levels are simply a consequence of hypoxia treatment or could be involved in transmitting nongenetic information across generations.

Transgenerational epigenetic inheritance has always functioned at the interface between genetics and environment, allowing organisms to adapt on a relatively short time scale, from an evolutionary perspective, of a few generations. This phenomenon allows organisms to inform the subsequent generations that conditions might not be optimal and they should therefore adapt to prepare for such an eventuality. Transgenerational adaptation, on the other hand, would exist if such a detrimental environmental condition were perpetually present; the organism would not want to persist in a heightened adapted condition but would instead accept that these were the new conditions for the foreseeable future in their domain. It will be exciting to determine whether transgenerational adaptation is a prevalent phenomenon, occurring in response to many environmental stressors that induce transgenerational epigenetic inheritance, or whether this is a unique responder to hypoxia and glucose. If this phenomenon is present in response to multiple stresses, it will be interesting to investigate whether each instance of transgenerational adaptation is dependent on small RNAs and H3K27me3 regulating enzymes or, if like transgenerational epigenetic inheritance itself, these transgenerational adaptations function through multiple independent parallel epigenetic regulatory mechanisms.

## MATERIALS AND METHODS

### Experimental design

The objectives of this study are to understand how *C. elegans* respond to repeated generational exposure to stressors such as hypoxia and glucose.

#### Hypoxia exposure

The worms were kept at 20°C and were well fed before exposure. L4 worms were transferred to a new Nematode Growth Media (NGM) plate with sufficient food and were exposed to a 0.1% oxygen level for 16 hours using an Eppendorf Galaxy 48R incubator. After 16 hours, they were moved back to normal atmospheric oxygen level (~20% O_2_). Normoxia/control worms remained in an incubator at normal oxygen levels for the entire experiment. The progeny of the first generation were selected at the L4 stage, and this process was repeated across multiple generations (Fig. 1A).

#### Glucose exposure

Glucose (1 or 2%) was added in NGM plates seeded with OP50. Eggs were put onto plates after bleaching and allowed to grow til day 1 of adulthood at 20°C. For subsequent generations, 20 to 30 worms were transferred onto fresh OP50 with or without glucose supplementation and allowed to lay eggs for 2 hours. The mother worms were then euthanized. In each generation, oil red O was performed at the post–young adult stage.

### *C. elegans* strains

The N2 Bristol strain was used as the wild-type (WT) background. The following mutations were used in this study: *hrde-1(tm1200)*, *csr-1(tm892)* IV/nT1 [unc-?(n754) let-?] (IV;V), *mes-3(bn21)*, *jmjd-3.1(gk384)*, *jmjd-3.1(gk387)*, *jmjd-3.2(tm3121)*, *meg-3(tm4259)*, *mes-2(bn11) unc-4(e120)/mnC1 [dpy-10(e128) unc-52(e444)]*, *met-2(ok2307)*, *sago-2(tm894)*, *set-17(n5017)/set-30(gk315)*, *set-25(n5021)*, *set-32(ok1457)*, and *sid-1(qt9)*. Worms were grown on OP50 bacteria in all experiments.

### Antibodies

Antibodies used for CUT&RUN were rabbit anti-H3 (Abcam, Ab1791) and rabbit anti-H3K27me3 (MilliporeSigma, 07-449). These antibodies have demonstrated specificity in eukaryotes. The CUT&RUN experiment was unsuccessful due to technical difficulties.

### Fertility assay

NGM plates with OP50 were prepared as described above. Ten worms at the L4 stage were transferred to OP50-seeded NGM plates in triplicate (30 worms per condition) and kept at 20°C. The worms were transferred to new plates every day for 2 days. The number of hatched worms was counted.

### Mes-3 RNAi fertility assay

Preparation of *mes-3* RNAi petri plates: 20 g of agar, 3 g of NaCl, and 5 g of Bacto Peptone was added to a 2-liter flask with 1 liter of deionized H_2_O and autoclaved for 55 min on liquid cycle. The flask was cooled to ~55°C before adding in 25 ml of 1 M KPO_4_ buffer, 1 ml of 1 M MgSO_4_ buffer, 1 ml of 1 M CaCl_2_ buffer, 1 ml of cholesterol (5 mg/ml) dissolved in ethanol, 0.4 mM IPTG (isopropyl-β-d-thiogalactopyranoside), and 0.5 ml of ampicillin (3 mg/ml). Ten milliliters of this mixture was added to each petri dish (60 mm by 15 mm) and left at room temperature for 24 hours to solidify. Two hundred microliters of F54C1.3 bacteria was added for the *mes-3* plates and HT115(DE3) bacteria for the empty vector control. L4 worms were transferred from OP50 NGM plates to their respective plates. The hypoxia exposure step and fertility assay were conducted as described above.

### Longevity assay

Worm life-span assays were conducted at 20°C, and worms were grown on OP50 NGM plates without 5-fluoro-2′-deoxyuridine (FUdR). For each assay, roughly 90 worms per condition were observed on three plates (30 worms per plate) at the beginning of the experiment. Worms that crawled off the plate, had a ruptured vulva, or experienced matricide were censored. Kaplan-Meier curves were plotted and visualized in GraphPad Prism. *P* values were calculated using log-rank tests.

### RNA sequencing

#### C. elegans *age synchronization*

Plates with worms were synchronized by washing the adult worms off the plates using M9 buffer with 1% Triton X-100 once a sufficient number of eggs were laid. Through gentle pipetting, the worms are washed away whereas the eggs remain intact on the bacterial lawn. These eggs were reared at 20°C and hatched. Once most worms appeared to be at the L4 stage, they were exposed to either normoxia or hypoxia as per the experimental setup.

#### C. elegans *sample collection*

Because this experiment focuses on multiple generations of *C. elegans*, it was important to collect and freeze worm samples so that they could be used for the following experiments simultaneously. Three biological replicates for each condition between the first and fourth generations were produced, and a total of 24 samples were collected. After the 16-hour exposure to normoxia or hypoxia, worms were washed off the plate using M9 buffer with 1% Triton X-100 and collected in a 1.5-ml microcentrifuge tube. The worms were allowed to settle to the bottom, and the excess buffer was removed. The worm pellet was then flash frozen in liquid nitrogen for 5 s and stored at −80°C until use.

#### Total RNA extraction for RNA-seq

Total RNA was extracted using the Direct-zol RNA Miniprep Kit from Zymo Research. Briefly, frozen worm samples were lysed by adding in 300 μl of TRI Reagent and homogenizing with a Kontes pellet pestle motor for 1 min. An equal amount of ethanol was added and mixed thoroughly before being transferred to a Zymo-Spin IICR Column in a collection tube and centrifuged. The column matrix was treated with DNase I and DNA Digestion Buffer and incubated at room temperature for 15 min to get rid of any unwanted traces of DNA. Afterward, the column was washed twice with Direct-zol RNA PreWash and once with RNA Wash Buffer. The column was then transferred in a clean tube, and the RNA was eluted by adding 25 μl of DNase/RNase-Free Water to the column matrix and centrifuged for 30 s. The RNA concentration and purity were measured using a NanoDrop before storing at −80°C until use.

#### RNA-seq library preparation

mRNA was enriched from total RNA samples using NEXTFLEX Poly(A) Beads 2.0. Libraries for RNA-seq with these samples were prepared using the NEXTFLEX Rapid Directional RNA-Seq Kit 2.0. Twenty-four samples were prepared, each with 1 μg of the mRNA starting material. In short, mRNA is fragmented before first and second strand synthesis. Strands are then adenylated, and index adapters are ligated, followed by 11 cycles of polymerase chain reaction (PCR) amplification. The PCR products were cleaned up using NEXTFLEX Cleanup Beads XP and transferred to nonstick RNase-free microcentrifuge tubes and stored at −20°C until sample submission. RNA quality was validated using Agilent 2200 TapeStation D1000 before being sequenced using a NovaSeq 6000 SP platform.

Fastq files were checked for quality using FastQC before being filtered out with a *Q* score of 30 or above and trimmed for adapters using CutAdapt 4.0. The trimmed reads were then aligned to the *C. elegans* genome (WS235) using bowtie2, and samtools was used to convert sam outputs to sorted bam files. FeatureCounts was used to quantify the number of counts for each gene using the sorted bam files. 

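The authors' deposited tables of hypoxia against normoxia hold 20982, 23106, 19829 and 19416 genes in exposures 1 to 4. At an adjusted p under 0.05 and with no count filter they hold 2683, 5947, 2102 and 3981 up-regulated and 1762, 5863, 3030 and 3757 down-regulated genes. DESeq2 run here on the deposited counts, with genes summing to at least 350 counts over the 6 libraries of an exposure, gave log2 fold changes with a Pearson correlation of at least 0.99998 to those tables, over 13169, 13820, 12933 and 13438 shared genes. It called 2223 genes up-regulated and 1485 down-regulated in exposure 1. Called in exposures 1 and 2 were 2028 and 1065, in exposures 1 to 3 782 and 599, and in all 4 709 and 329. These are the counts of a filter applied to the sum over libraries and of an adjusted P.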

Genes under 350 counts were filtered out, and DESeq2 was used to normalize raw counts. Differentially expressed genes with a *P* value of > 0.05 was filtered out before downstream analyses. RNA-seq figures were plotted using ggplot2, ComplexHeatMap, clusterProfiler, AnnotationDbi, org.Ce.eg.db, and EnhancedVolcano packages in RStudio.

### Oil red O staining

Eggs were grown in NGM OP50 with or without 1 or 2% glucose addition. Day 1 adults were stained with oil red O as previously described (*64*). Worms were mounted on a glass slide with an agarose pad [2% (w/v) agarose in ddH_2_O] and visualized under a bright-field microscope (Leica Dmi8). The entire worm oil red O staining was quantified using ImageJ Fiji 5.

### Statistical analysis

The number of replicates, *P* values, and statistical test used for each experiment is indicated in the corresponding figure legend and detailed in this section. *P* values for independent replicates of fertility assays (Fig. 1B) were determined by two-tailed *t* test. *P* values for Kaplan-Meier curves (Fig. 1, C and D) were calculated using log-rank rests (Mantel-Cox), and *P* values for glucose exposure assays (Fig. 2, A, C, E, G, H, and I) were determined using one-way analysis of variance (ANOVA). *P* values for independent replicates were combined using combined Fisher’s test. The *r*^2^ value quantifying the relationship between the logFC (log fold change) values of significant genes in the P0 generation for this study and previously observed differentially expressed genes from hypoxia treatment (*24*) was derived from a standard linear regression model (fig. S1A).

# Supplementary material for: Transgenerational adaptation to hypoxia
**Source:** Sci Adv. 2025 Oct 24;11(43):eadv9451. doi: 10.1126/sciadv.adv9451
**Supplement:** Supplementary file 1 — Figs. S1 to S4 Tables S1 to S4 Legend for table S5

Supplementary Materials for  
**Transgenerational adaptation to hypoxia**

Kathleen Kim *et al.*

*Sci. Adv.* **11**, eadv9451 (2025)  
DOI: 10.1126/sciadv.adv9451

**The PDF file includes:**

Figs. S1 to S4  
Tables S1 to S4  
Legend for table S5

**Other Supplementary Material for this manuscript includes the following:**

Table S5

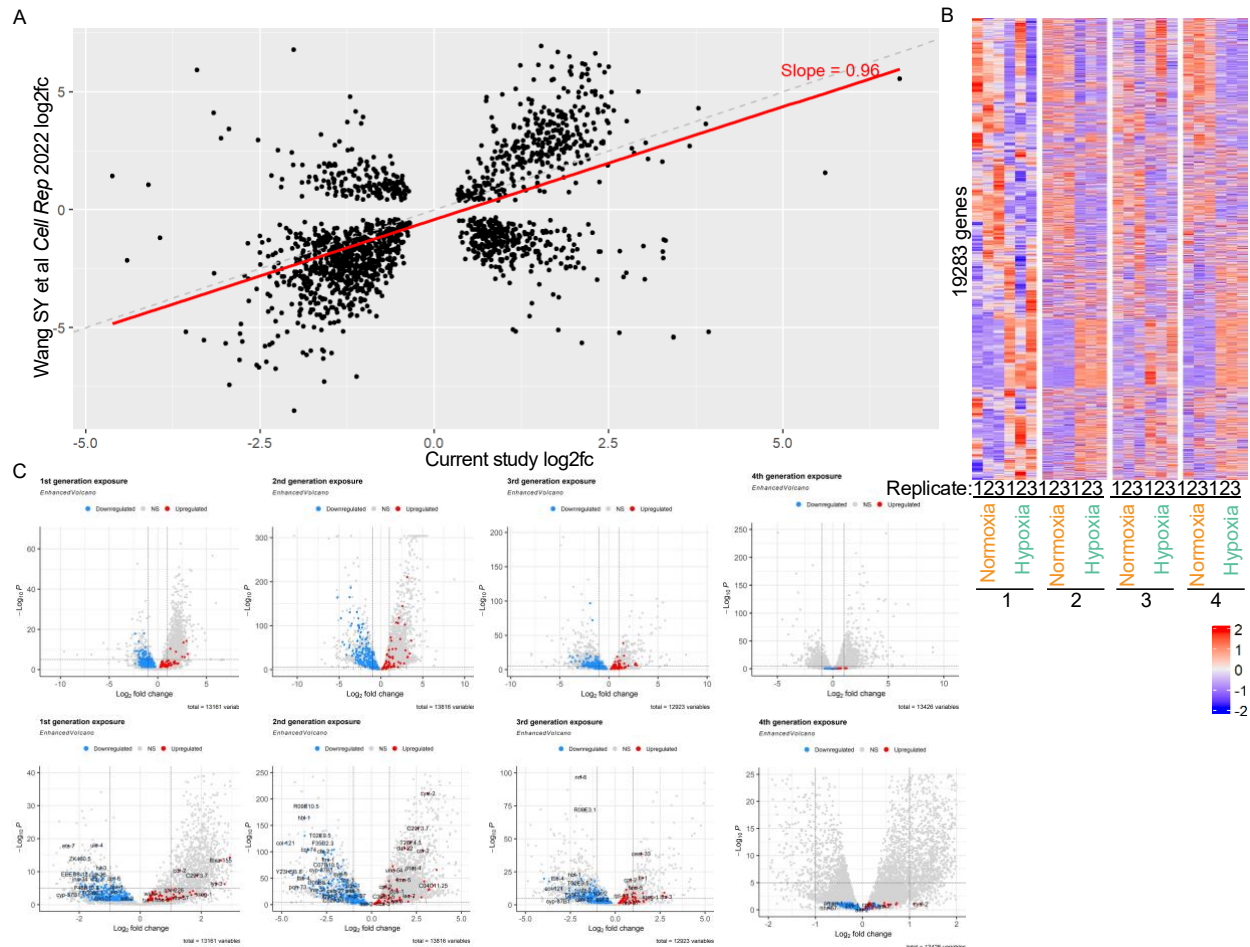

**Fig. S1. Repeated generational hypoxia exposure reveals transgenerationally adapted gene expression** (A) Comparison of P0 generation hypoxia treated worms in the current study to hypoxia treated worms for a single generation from our previous manuscript (24) revealed a very similar set of genes were dysregulated upon hypoxia treatment ( $r^2 = 0.96$ ), suggesting that our RNA sequencing analysis and hypoxia treatment were consistent and reproducible. (B) A heatmap of 19283 genes after being filtered out for low read counts was generated across all 4 exposures with all three biological replicates included using ComplexHeatMap package. (C) Volcano plots reveal hypoxia relative to normoxia treated controls in each generation with the transgenerationally significant genes shown in red (upregulated) or blue (downregulated) to reveal that the directionality of the changes in gene expression is similar from generation to generation.

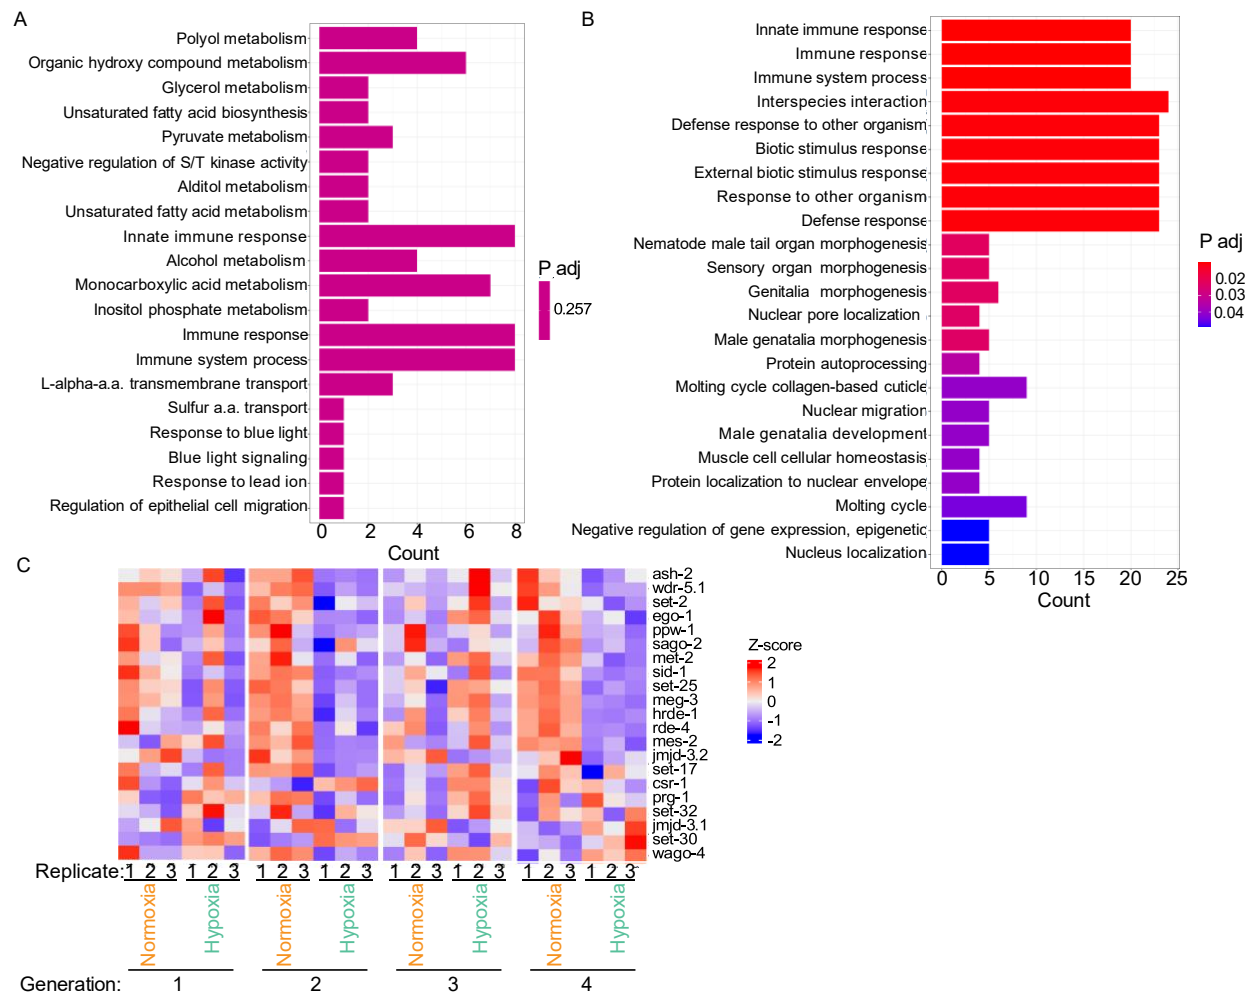

**Fig. S2. Transgenerational adaptation genes after 2 successive generations of hypoxia exposure are enriched for sugar metabolism and immune response genes and epigenetic regulator enzymes do not reveal adapted gene expression. (A)** GO analysis of 195 upregulated genes in response to single hypoxia exposure in 1st generation that are not upregulated in the 2<sup>nd</sup> successive hypoxia exposed generation reveals genes involved the immune response and metabolism. **(B)** GO analysis of 420 downregulated genes in response to a single hypoxia exposure in 1st generation that are not downregulated in the 2<sup>nd</sup> successive hypoxia exposed generation reveals genes involved in the immune response and development. **(C)** A heat map of gene expression of epigenetic regulators across four successive generations of hypoxia exposure did not reveal adaptation of known epigenetic regulator gene expression.

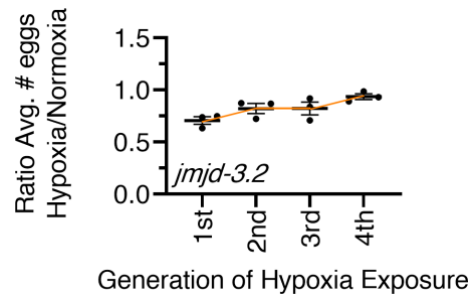

**Fig. S4. The putative H3K27me3 demethylase JMJD-3.2 is dispensable for transgenerational adaptation to hypoxia.** *Jmjd-3.2* mutant worms adapted to repeated generational hypoxia exposure after 4 generations as WT worms do suggesting that *jmd-3.2* is not involved in transgenerational adaptation to repeated hypoxia exposure. Each dot represents an independent experiment consisted of three replicate plates with 10 worms per plate. The ratio of average number of eggs laid by hypoxia-treated worms divided by the average number of eggs laid by normoxia-treated worms is displayed. Error bars represent the SEM and colored lines are used as a trendline across generations.

**Table S1** Repeated generational hypoxia exposure reduces fertility for 3 generations but does not reduce fertility in generations 4 and 5. Last row consists of compiled p-values from the three experiments using Combined Fisher’s Test.

| Strain      | Generation               | Condition | Mean +/- SD    | Median | p values | # worms | Figure |  |  |
|-------------|--------------------------|-----------|----------------|--------|----------|---------|--------|--|--|
| WT          | 1 <sup>st</sup> Exposure | Normoxia  | 15.3 +/- 0.580 | 17     | 0.087    | 74/87   |        |  |  |
| WT          | 1 <sup>st</sup> Exposure | Hypoxia   | 17.1 +/- 0.508 | 19     |          | 60/85   |        |  |  |
| WT          | 2 <sup>nd</sup> Exposure | Normoxia  | 15.5 +/- 0.397 | 14     | 0.8      | 75/83   |        |  |  |
| WT          | 2 <sup>nd</sup> Exposure | Hypoxia   | 15.5 +/- 0.594 | 14     |          | 66/90   |        |  |  |
| WT          | 3 <sup>rd</sup> Exposure | Normoxia  | 16.3 +/- 0.832 | 17     | 0.09     | 62/96   |        |  |  |
| WT          | 3 <sup>rd</sup> Exposure | Hypoxia   | 18.5 +/- 0.604 | 19     |          | 64/87   |        |  |  |
| WT          | 1 <sup>st</sup> Exposure | Normoxia  | 17.6 +/- 0.428 | 18     | 0.0065   | 54/90   | B      |  |  |
| WT          | 1 <sup>st</sup> Exposure | Hypoxia   | 19.9 +/- 0.734 | 20     |          | 49/98   | B      |  |  |
| WT          | 2 <sup>nd</sup> Exposure | Normoxia  | 17.5 +/- 0.445 | 19     | 0.13     | 61/107  | B      |  |  |
| WT          | 2 <sup>nd</sup> Exposure | Hypoxia   | 18.0 +/- 0.529 | 19     |          | 65/114  | B      |  |  |
| WT          | 3 <sup>rd</sup> Exposure | Normoxia  | 18.0 +/- 0.447 | 18     | 0.17     | 82/121  | B      |  |  |
| WT          | 3 <sup>rd</sup> Exposure | Hypoxia   | 18.9 +/- 0.555 | 18     |          | 76/114  | B      |  |  |
| WT          | 1 <sup>st</sup> Exposure | Normoxia  | 17.6 +/- 0.555 | 18     | 0.14     | 69/77   |        |  |  |
| WT          | 1 <sup>st</sup> Exposure | Hypoxia   | 19.1 +/- 0.650 | 18     |          | 49/75   |        |  |  |
| WT          | 2 <sup>nd</sup> Exposure | Normoxia  | 18.2 +/- 0.718 | 18     | 0.065    | 67/82   |        |  |  |
| WT          | 2 <sup>nd</sup> Exposure | Hypoxia   | 20.3 +/- 0.885 | 20     |          | 44/70   |        |  |  |
| WT          | 3 <sup>rd</sup> Exposure | Normoxia  | 19.4 +/- 0.750 | 18     | 0.47     | 73/87   |        |  |  |
| WT          | 3 <sup>rd</sup> Exposure | Hypoxia   | 18.4 +/- 0.768 | 16     |          | 65/86   |        |  |  |
| WT compiled | 1 <sup>st</sup> Exposure | Normoxia  |                |        | 0.0022   |         |        |  |  |
| WT compiled | 1 <sup>st</sup> Exposure | Hypoxia   |                |        | 0.1495   |         |        |  |  |
| WT compiled | 2 <sup>nd</sup> Exposure | Normoxia  |                |        |          |         |        |  |  |
| WT compiled | 2 <sup>nd</sup> Exposure | Hypoxia   |                |        |          |         |        |  |  |
| WT compiled | 3 <sup>rd</sup> Exposure | Normoxia  |                |        | 0.0855   |         |        |  |  |
| WT compiled | 3 <sup>rd</sup> Exposure | Hypoxia   |                |        |          |         |        |  |  |

**Table S2** Repeated generational hypoxia exposure does not extend the lifespan of subsequent generations. Mean and median survival time was calculated with survival and survminer packages. Last row consists of compiled p-values from the three experiments using Combined Fisher's Test.

| Strain + replicate | Generation         | Condition  | Mean +/- SEM    | P values |
|--------------------|--------------------|------------|-----------------|----------|
| WT – replicate 1   | P0 – P0 exposure   | Control    | 115.9 +/- 3.225 |          |
| WT – replicate 1   | P0 – P0 exposure   | 1% glucose | 128.4 +/- 2.094 | 0.0014   |
| WT – replicate 1   | P0 – P0 exposure   | 2% glucose | 122.1 +/- 1.613 | 0.1345   |
| WT – replicate 1   | F1– P0 exposure    | Control    | 91.02 +/- 2.577 |          |
| WT – replicate 1   | F1– P0 exposure    | 1% glucose | 79.68 +/- 2.706 | 0.002    |
| WT – replicate 1   | F1– P0 exposure    | 2% glucose | 66.67 +/- 1.449 | <0.0001  |
| WT – replicate 1   | F1– P0+F1 exposure | Control    | 91.02 +/- 2.577 |          |
| WT – replicate 1   | F1– P0+F1 exposure | 1% glucose | 85.47 +/- 1.547 | 0.1202   |
| WT – replicate 1   | F1– P0+F1 exposure | 2% glucose | 80.24 +/- 1.755 | 0.0003   |
| WT – replicate 2   | P0 – P0 exposure   | Control    | 53.02 +/- 1.805 |          |
| WT – replicate 2   | P0 – P0 exposure   | 1% glucose | 64.9 +/- 1.788  | <0.0001  |
| WT – replicate 2   | P0 – P0 exposure   | 2% glucose | 64.62 +/- 1.58  | <0.0001  |
| WT – replicate 2   | F1– P0 exposure    | Control    | 60.19 +/- 1.396 |          |
| WT – replicate 2   | F1– P0 exposure    | 1% glucose | 57.31 +/- 1.292 | 0.2589   |
| WT – replicate 2   | F1– P0 exposure    | 2% glucose | 61.56 +/- 1.524 | 0.7152   |
| WT – replicate 2   | F1– P0+F1 exposure | Control    | 70.16 +/- 1.209 |          |
| WT – replicate 2   | F1– P0+F1 exposure | 1% glucose | 69.11 +/- 1.596 | 0.8073   |
| WT – replicate 2   | F1– P0+F1 exposure | 2% glucose | 71.43 +/- 1.239 | 0.7406   |
| WT – replicate 3   | P0 – P0 exposure   | Control    | 52.77 +/- 1.549 |          |
| WT – replicate 3   | P0 – P0 exposure   | 1% glucose | 79.57 +/- 1.438 | <0.0001  |
| WT – replicate 3   | P0 – P0 exposure   | 2% glucose | 70.65 +/- 1.248 | <0.0001  |
| WT – replicate 3   | F1– P0 exposure    | Control    | 88.22 +/- 1.656 |          |
| WT – replicate 3   | F1– P0 exposure    | 1% glucose | 78.25 +/- 1.534 | 0.0003   |
| WT – replicate 3   | F1– P0 exposure    | 2% glucose | 79.28 +/- 3.4   | 0.0105   |
| WT – replicate 3   | F1– P0+F1 exposure | Control    | 69.54 +/- 1.403 |          |
| WT – replicate 3   | F1– P0+F1 exposure | 1% glucose | 68.32 +/- 2.158 | 0.8386   |
| WT – replicate 3   | F1– P0+F1 exposure | 2% glucose | 73.26 +/- 1.549 | 0.2441   |
| WT – compiled      | P0 – P0 exposure   | Control    |                 |          |
| WT – compiled      | P0 – P0 exposure   | 1% glucose |                 | 4.736E-9 |
| WT – compiled      | P0 – P0 exposure   | 2% glucose |                 | 3.094E-7 |
| WT – compiled      | F1– P0 exposure    | Control    |                 |          |
| WT – compiled      | F1– P0 exposure    | 1% glucose |                 | 2.168E-5 |
| WT – compiled      | F1– P0 exposure    | 2% glucose |                 | 3.854E-5 |
| WT – compiled      | F1– P0+F1 exposure | Control    |                 |          |
| WT – compiled      | F1– P0+F1 exposure | 1% glucose |                 | 0.5416   |
| WT – compiled      | F1– P0+F1 exposure | 2% glucose |                 | 0.7544   |

**Table S3** Hypoxia exposure reduces neutral lipids in the initial exposure, causes an intergenerational decrease in naïve progeny and repeated generational hypoxia exposure eliminates any effect on lipids as assessed by oil red O staining. Last row consists of compiled p-values from the three experiments using Combined Fisher’s Test.

| Strain + replicate | Generation               | Condition  | Mean +/- SEM       | P values   |
|--------------------|--------------------------|------------|--------------------|------------|
| WT – replicate 1   | 1 <sup>st</sup> Exposure | Control    | 167.54 +/- 6.28    |            |
| WT – replicate 1   | 1 <sup>st</sup> Exposure | 1% glucose | 125.749 +/- 23.86  | 0.026      |
| WT – replicate 1   | 1 <sup>st</sup> Exposure | 2% glucose | 148.25 +/- 8.052   | 0.2722     |
| WT – replicate 1   | 2 <sup>nd</sup> Exposure | Control    | 188.708 +/- 7.17   |            |
| WT – replicate 1   | 2 <sup>nd</sup> Exposure | 1% glucose | 161.835 +/- 7.162  | 0.0072     |
| WT – replicate 1   | 2 <sup>nd</sup> Exposure | 2% glucose | 173.418 +/- 6.303  | 0.0954     |
| WT – replicate 1   | 3 <sup>rd</sup> Exposure | Control    | 140.75 +/- 33.087  |            |
| WT – replicate 1   | 3 <sup>rd</sup> Exposure | 1% glucose | 179.75 +/- 3.815   | 0.0928     |
| WT – replicate 1   | 3 <sup>rd</sup> Exposure | 2% glucose | 174.878 +/- 5.761  | 0.1371     |
| WT – replicate 2   | 1 <sup>st</sup> Exposure | Control    | 185.51 +/- 7.968   |            |
| WT – replicate 2   | 1 <sup>st</sup> Exposure | 1% glucose | 155.773 +/- 7.728  | 0.035      |
| WT – replicate 2   | 1 <sup>st</sup> Exposure | 2% glucose | 140.285 +/- 2.27   | 0.0031     |
| WT – replicate 2   | 2 <sup>nd</sup> Exposure | Control    | 171.24 +/- 4.299   |            |
| WT – replicate 2   | 2 <sup>nd</sup> Exposure | 1% glucose | 159.263 +/- 8.572  | 0.1931     |
| WT – replicate 2   | 2 <sup>nd</sup> Exposure | 2% glucose | 143.635 +/- 5.248  | 0.0067     |
| WT – replicate 2   | 3 <sup>rd</sup> Exposure | Control    | 143.17 +/- 6.898   |            |
| WT – replicate 2   | 3 <sup>rd</sup> Exposure | 1% glucose | 148.273 +/- 9.352  | 0.6085     |
| WT – replicate 2   | 3 <sup>rd</sup> Exposure | 2% glucose | 143.503 +/- 5.677  | 0.9733     |
| WT – replicate 3   | 1 <sup>st</sup> Exposure | Control    | 186.083 +/- 2.462  |            |
| WT – replicate 3   | 1 <sup>st</sup> Exposure | 1% glucose | 164 +/- 11.667     | 0.1992     |
| WT – replicate 3   | 1 <sup>st</sup> Exposure | 2% glucose | 164.5 +/- 15.548   | 0.209      |
| WT – replicate 3   | 2 <sup>nd</sup> Exposure | Control    | 182.667 +/- 5.825  |            |
| WT – replicate 3   | 2 <sup>nd</sup> Exposure | 1% glucose | 188.5 +/- 14.144   | 0.8074     |
| WT – replicate 3   | 2 <sup>nd</sup> Exposure | 2% glucose | 175.25 +/- 24.885  | 0.7567     |
| WT – replicate 3   | 3 <sup>rd</sup> Exposure | Control    | 186 +/- 8.738      |            |
| WT – replicate 3   | 3 <sup>rd</sup> Exposure | 1% glucose | 182.167 +/- 13.313 | 0.8019     |
| WT – replicate 3   | 3 <sup>rd</sup> Exposure | 2% glucose | 175.25 +/- 13.431  | 0.485      |
| WT – replicate 4   | 1 <sup>st</sup> Exposure | Control    | 170.325 +/- 5.669  |            |
| WT – replicate 4   | 1 <sup>st</sup> Exposure | 1% glucose | 156.548 +/- 9.12   | 0.2401     |
| WT – replicate 4   | 1 <sup>st</sup> Exposure | 2% glucose | 127.403 +/- 6.517  | 0.0017     |
| WT – replicate 4   | 2 <sup>nd</sup> Exposure | Control    | 170.76 +/- 6.862   |            |
| WT – replicate 4   | 2 <sup>nd</sup> Exposure | 1% glucose | 155.288 +/- 8.023  | 0.1361     |
| WT – replicate 4   | 2 <sup>nd</sup> Exposure | 2% glucose | 134.728 +/- 3.968  | 0.0023     |
| WT – compiled      | 1 <sup>st</sup> Exposure | Control    |                    |            |
| WT – compiled      | 1 <sup>st</sup> Exposure | 1% glucose |                    | 0.01002133 |
| WT – compiled      | 1 <sup>st</sup> Exposure | 2% glucose |                    | 0.00020794 |
| WT – compiled      | 2 <sup>nd</sup> Exposure | Control    |                    |            |
| WT – compiled      | 2 <sup>nd</sup> Exposure | 1% glucose |                    | 0.02466539 |
| WT – compiled      | 2 <sup>nd</sup> Exposure | 2% glucose |                    | 0.00059858 |
| WT – compiled      | 3 <sup>rd</sup> Exposure | Control    |                    |            |
| WT – compiled      | 3 <sup>rd</sup> Exposure | 1% glucose |                    | 0.40228146 |
| WT – compiled      | 3 <sup>rd</sup> Exposure | 2% glucose |                    | 0.48443153 |

**Table S4** Repeated elevated glucose exposure reduces fertility in the first and second generations but the effect of glucose on fertility is eliminated in the 3<sup>rd</sup> successive generation. Last row consists of compiled p-values from the three experiments using Combined Fisher's Test.

**Table S5** Gene list of significantly dysregulated genes after one exposure to hypoxia

How the deposited data were processed for this re-analysis (not part of the article)

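The data are RNA-seq counts of 24 libraries from whole worms of the wild-type strain, 3 hypoxia and 3 normoxia libraries at each of 4 successive exposures. The authors enriched poly(A) RNA, made directional libraries with the NEXTFLEX kit, sequenced them on a NovaSeq, filtered and trimmed the reads, aligned them with bowtie2 to WS235 and counted reads per gene with FeatureCounts; the deposited count table holds the resulting whole-number counts, without normalization. Versions of the aligner and counter beyond CutAdapt 4.0 are not stated. The authors also deposited, for each exposure, a table made with DESeq2 whose log2 fold changes and standard errors are of hypoxia relative to normoxia. The p-values in these tables are, as deposited, unadjusted and adjusted ones from the authors' DESeq2 run, and the column of scores holds the Wald statistic of the authors. All 24 columns of the count table were used. Of its 46926 genes, 44115 have a symbol in Ensembl release 115 of WBcel235, which gave names and coordinates. No line of the table is a total or an unassigned class.

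Library totals were between 26862487 and 46228496 reads counted on genes, with a median of 33517710. The smallest exact p of 3 libraries against 3 is 0.1, so no test of a single gene that uses the order of the libraries alone could pass the threshold, and the tests below borrow the spread between replicates across genes. The following choices were made before the data were examined. Within each exposure, hypoxia was tested against normoxia in R 4.3.3 with edgeR 4.0.16 (glmQLFit and glmQLFTest, TMM normalization) on genes whose counts sum to at least 350 over the 6 libraries. Genes were called at a Benjamini-Hochberg adjusted p under 0.05, with no minimum fold change. Sets of genes called in successive exposures, and of genes no longer called in exposure 2 or 4, are intersections and differences of these calls with direction. One fit of all 24 libraries gave the tests of a difference in effect between exposures 1 and 2, and between the mean of exposures 1 to 3 and exposure 4. Principal components were computed on centered log2 CPM with a prior count of 2. Correlations between exposures are across genes and describe the data only, since genes are not replicates.

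Alternatives chosen at the same time were DESeq2 1.42.0 with its size factors and Wald test, upper-quartile normalization, no filter beyond 1 count, at least 10 counts in every library of an exposure, an unadjusted p under 0.05, an absolute log2 fold change of at least 1 as well, one fit of all libraries, the replicate number as a block, and each library left out. For correlations the alternative was the genes called in exposure 1, for principal components the 500 genes of largest variance and scaling to unit variance, for terms the calls in the authors' deposited tables, and for lists fry and camera with an estimated correlation. Added after seeing the data were DESeq2 on genes with more than 350 counts, fits without the 22 ribosomal RNA genes, and a simulation with the spread of each exposure. DESeq2's missing adjusted p values were left out of its calls.

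Genes of 12 kinds were followed as fixed lists, tested with camera of limma 3.58.1 (preset correlation 0.01) beside fry, 48 tests adjusted together. The lists were sperm, oocyte and eggshell, vitellogenin, molting, adult collagen, collagen, HIF-1 target, heat shock, metallothionein, ribosomal protein and histone genes and the 21 epigenetic regulators of fig. S2C. Terms of Table S5 were tested among genes no longer called by Fisher's exact test on one side, 19 tests adjusted together. No annotation of terms over the genome was used, so terms outside that table, and terms whose members it holds only in part, were not tested.

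The genes named in the text follow a rule. They are the genes of fig. S2C and *mes-3*, and the 3 largest rises and falls in exposure 1 among genes called the same way in all 4 exposures with all hypoxia libraries on one side of all normoxia libraries. They are also the 2 up-regulated and 2 down-regulated genes with the smallest p for the difference in effect among genes no longer called in exposure 2 and in exposure 4, and members of lists of at most 10 genes. Genes outside this rule are named as chosen after their values were seen.

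The pipeline was tested on simulated data in which 200 of 12493 genes were changed. edgeR called 178 of them (89%) with 4.81% false calls, DESeq2 187 (93.5%) with 24.0% false calls, and edgeR with the replicate block 161. Far more genes are called in the data, so these shares of false calls do not carry over to them. The tests of a difference in effect called 161 (exposures 1 and 2) and 181 (exposures 1 to 3 and exposure 4). A list of 40 raised genes had a camera p of 1.54e-215 and a fry p of 2.35e-08. A second simulation drew counts 20 times from negative binomial distributions in which hypoxia had the same effect in each exposure, to count how many genes lose a call by sampling alone. Calls were also counted over the 10 splits of the 6 libraries of an exposure, over 100 draws of a split in all 4 exposures at once (added after seeing the data) and over 100 assignments of libraries to exposures. GC content was not examined, as no genome sequence was used, and the earlier dataset to which the paper compares these libraries, its fertility and longevity measurements and its mutant strains were not analysed here.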

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

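In this part, the counts of genes with a difference in effect, the principal components and the reassignment of libraries to exposures were planned. The other tests were chosen after the results were seen.

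The effect of hypoxia differed between exposures 1 and 2 for 4351 genes and between exposures 1 to 3 and exposure 4 for 2464, many more than the genes that lost a call. Both counts rest on one spread shared by all exposures. That spread is narrower than that of exposure 1, so calls of a difference from exposure 1 may be too many. When libraries were reassigned to exposures within each oxygen level, 2 of 100 assignments, the real one among them, gave as many genes in each comparison. The other one was not the same for both, with 6939 genes in the first comparison and 5941 in the second. Reassigned groups mix exposures, between which 6755 genes differed in normoxia and 9831 in hypoxia. This widens the spread within a group and alone lowers the calls, so the test cannot decide whether the differences in effect arose by chance. Ribosomal RNA reads do not explain the counts, since 4079 and 2306 genes differed without the 22 ribosomal RNA genes. A difference between the cultures or libraries of the exposures stays open. Normoxia groups alone differed in 6755 genes, and since each exposure was a different generation, culture and number of exposures cannot be told apart. A response to hypoxia that changes over repeated exposures is the biological candidate explanation that the design names, and it was not tested apart from culture.

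The collagen list had a median difference in effect of −2.08 between exposures 1 and 2 over 110 genes (fry adjusted p = 2.22e-06, camera with estimated correlation adjusted p = 0.0229). Most of its genes rose in exposure 2 and fell in exposures 3 and 4. The tables argue against a gene length trend (median −2.21 once the trend with exon length was removed), against reads shared between paralogs (−1.65 for the summed CPM of the family) and against 1 library (between −2.42 and −1.915 with any library left out). The culture of exposure 2 stays open. Collagen genes are expressed in waves between molts, so the timing of larval development in a culture may set the sign of their change. The molting list differed in the same direction (−0.9965, fry adjusted p = 0.00543, not called by camera with estimated correlation, 0.348), but no test here separates timing from hypoxia.

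HIF-1 target genes responded more in exposures 1 to 3 than in exposure 4, with a median difference of 0.73 and 6 of 7 members higher in the earlier exposures (fry adjusted p = 0.0348), though camera with estimated correlation did not call the list (adjusted p = 0.288). A single library may account for much of this: without normoxia replicate 1 of exposure 4 the median was 0.364 and limma's fry gave the list a p of 0.0868, and it was at most 0.98 with any library left out. A weaker effect of hypoxia on all genes in exposure 4 cannot be told apart from an effect on this list. The heat shock list responded more in exposure 4 (−0.32, fry adjusted p = 0.0272), which such an effect would not give, but camera with estimated correlation did not call it (adjusted p = 0.832), and without hypoxia replicate 2 of exposure 4 the median was −0.21 and limma's fry gave a p of 0.0816.

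Genes up-regulated by hypoxia in exposure 1 were already high in normoxia of exposure 3. Of 1645 such genes, 1317 were higher in normoxia of exposure 3 than in the other normoxia groups, the median difference over all 1645 was 0.80, and edgeR called 974 higher and 25 lower at an adjusted p under 0.05. Several technical explanations are argued against. Of the 3 normoxia libraries of exposure 3, 0 had a ribosomal RNA share outside the other normoxia libraries and 0 a library total outside theirs. The median was 0.79 once the trend with gene length was removed. All 3 libraries lay at −16.9 or lower on the first principal component, apart from each hypoxia library. With scaling to unit variance the first component did not part them from hypoxia of exposure 3 (−35.2 to −17.9 against −45.45, −13.4 and 6.73), but the second did (−25.6 to 12.0 against 67.5 to 101). This argues against a mislabelled sample. Hypoxia worms mixed into these samples would raise HIF-1 target genes, which were not higher (−0.15). The stage shift seen with hypoxia in exposures 1 and 4 would lower oocyte and eggshell genes, which moved by −0.05205, while sperm genes were higher by 1.24. Collagen genes were higher as well, by a median of 0.96 (101 of 110 genes), as were adult collagen genes (1.13, 5 of 5). Molting genes did not move (−0.008). A different developmental timing of another kind is therefore not excluded. A difference between cultures also stays open, since normoxia of exposures 4 and 2 differed in 6354 genes as well. By the paper's methods the control worms were kept at normal oxygen throughout, so a number of hypoxia exposures would not explain it. The generation itself, which the design names, was not tested apart from the culture.

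One hypoxia library of exposure 4, replicate 1, had 17.45% of its counts on ribosomal RNA genes, of which *rrn-3.1* (named after its value was seen) held 11.0%. The hypoxia treatment does not explain this, as the other 2 hypoxia libraries of exposure 4 held 0.562 and 0.431% and the normoxia libraries 1.88 to 4.80%. In exposure 3, hypoxia replicates 2 and 3 held 10.3 and 5.34%. Less complete poly(A) enrichment in single libraries is a candidate explanation, which was not tested.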

How the results depend on the processing

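Of 39 counts of genes, regulators, lists and terms computed again with upper-quartile normalization, none moved by more than 1.5 times. Single calls did change with it: 7 terms were called against 8, 2 lists gained a call and 11 calls of named genes were lost. No correlation or called fold change of a named gene changed sign under any setting it was computed for (correlations were not computed with upper-quartile normalization). The settings without ribosomal RNA genes and DESeq2 with more than 350 counts were chosen after seeing the data. Below, pairs of values are up-regulated and down-regulated genes, and "lost" stands for genes no longer called.

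Which of 2 counts is larger did change. More genes were up-regulated than down-regulated in exposure 1, in exposure 2 and in both of these, but fewer with one fit of all 24 libraries (2745 and 2836, 3636 and 5047, and 2068 and 2128), and fewer in exposure 2 without ribosomal RNA genes (5090 and 5122). Down-regulated genes lost only in exposure 3 outnumbered those lost only in exposure 2 (188 and 98), but not with no filter (158 and 215), with a minimum fold change (11 and 53), or without normoxia replicate 1, 2 or 3 or hypoxia replicate 3 of exposure 1 (60 and 61, 25 and 34, 39 and 53, and 40 and 58). The cause was not tested.

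With DESeq2, 27 results stayed within 1.5 times and 11 moved. It called 1485 genes down-regulated in exposure 1, where edgeR called 975. Lost in exposure 2 were 195 and 420 genes, lost in exposure 4 were 73 and 270, and lost only in exposure 2 were 51 and 183. Genes lost with a called difference in effect were 142 and 260 for exposure 2 and 48 and 244 for exposure 4. DESeq2 with more than 350 counts gave the same values except 1483 down-regulated genes in exposure 1 and 182 lost only in exposure 2. In the check on simulated data DESeq2 made more false calls than edgeR, 23.98% against 4.813% of its calls, and called more of the 200 changed genes, 187 against 178. That check changed 200 of 12493 genes, far fewer than are called in the data. Its shares of false calls therefore do not give the share among the calls of either tool in the data.

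One fit of all 24 libraries moved 22 results and left 9. It called 2745 and 2836 genes in exposure 1 and 1585 down-regulated in exposure 4. Nested sets were 2128 down-regulated in exposures 1 and 2, 1005 and 830 in exposures 1 to 3, and 883 up-regulated in all 4. Lost in exposure 2 were 677 and 708, lost in exposure 4 were 122 and 557, lost only in exposure 2 were 154 and 201, and lost only in exposure 3 were 516 down-regulated. With a called difference in effect, 322 and 417 were lost in exposure 2 and 70 and 473 in exposure 4. It had 16 terms with an adjusted p under 0.05, and called 5, 7 and 2 of the 21 regulators in exposures 1, 3 and 4. Exposure 1 has the widest spread, which a shared estimate narrows, so its calls rise by construction.

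Replicate numbers do not pair the libraries: log2 CPM of hypoxia and normoxia libraries of the same number correlated between −0.3056 and 0.3026 after group means were removed. The fit with a replicate block moved 17 results of 35. It gave 397 up-regulated genes in exposures 1 to 3, 494 down-regulated in exposure 1, 378 in exposures 1 and 2 and 273 in exposures 1 to 3. Lost in exposure 2 were 20 and 116, lost in exposure 4 were 21 and 84, lost only in exposure 2 were 9 and 54, and lost only in exposure 3 were 60 down-regulated. With a called difference, 14 and 86 were lost in exposure 2 and 8 and 79 in exposure 4. Regulators called were 0 in exposure 1 and 5 in exposure 3. The block takes up degrees of freedom, which alone reduces calls. It would not by itself raise the regulators called in exposure 3 from 3 to 5, and the cause of that rise was not tested.

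An absolute log2 fold change of at least 1 as well moved 27 results and left 8. Up-regulated genes were 2585, 390 and 1406 in exposures 2, 3 and 4, 185 in exposures 1 to 3 and 138 in all 4. Down-regulated genes were 510, 1131, 1236 and 351 in exposures 1 to 4, 315 in exposures 1 and 2, 166 in exposures 1 to 3 and 36 in all 4. Lost in exposure 2 were 123 up-regulated genes, lost only in exposure 2 were 10 and 53, and lost only in exposure 3 were 11 down-regulated. The effect differed for 1353 genes between exposures 1 and 2 and for 825 between exposures 1 to 3 and exposure 4, and of genes lost in exposure 2 for 24 and 81. It had 4 terms with an adjusted p under 0.05, and regulators called were 1, 1, 1 and 0 in exposures 1 to 4, 0 between exposures 1 and 2, and 1 between exposures 1 to 3 and exposure 4.

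An unadjusted p under 0.05 moved 21 results and left 14. It gave 2532 up-regulated genes in exposure 3, 1099 in exposures 1 to 3 and 990 in all 4, and 2092 down-regulated in exposure 1, 1520 in exposures 1 and 2, 750 in exposures 1 to 3 and 424 in all 4. The counts lost in exposure 2 were 314 and 572, lost in exposure 4 were 109 and 326, lost only in exposure 2 were 84 and 242, and lost only in exposure 3 were 532 down-regulated. The effect differed for 4121 genes between exposures 1 to 3 and exposure 4, and of lost genes for 261 and 371 in exposure 2 and 60 and 320 in exposure 4. Regulators called were 8 in exposure 3 and 10 between exposures 1 and 2.

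No filter beyond 1 count moved 12 results and left 23. It gave 747 down-regulated genes in exposures 1 to 3 and 394 in all 4. No longer called in exposure 2 were 137 and 374, lost in exposure 4 were 61 and 353, and lost only in exposure 2 were 215 down-regulated. With a called difference, 253 down-regulated genes were lost in exposure 2, and 36 and 283 were lost in exposure 4. Regulators called were 1 in exposure 1 and 1 between exposures 1 to 3 and exposure 4. At least 10 counts in every library moved 2 results of 35, to 130 up-regulated genes lost in exposure 2 and 1 regulator called between exposures 1 to 3 and exposure 4. Without the ribosomal RNA genes only the last count moved, to 1. The cause of these shifts was not tested.

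Leaving out 1 library at a time moved 122 of 696 values, most of them through exposure 1. Up-regulated genes ranged from 1206 to 2782 in exposure 1, 4815 to 5054 in exposure 2, 891 to 1604 in exposure 3 and 3005 to 4046 in exposure 4. Nested sets ranged from 1193 to 2276, 377 to 735 and 362 to 666. Down-regulated genes ranged from 332 to 2191, 4624 to 4911, 1619 to 2549 and 2237 to 3481, and nested sets from 263 to 1603, 212 to 483 and 141 to 285. Lost in exposure 2 were 9 to 506 and 69 to 588 genes, lost in exposure 4 were 15 to 69 and 71 to 215, lost only in exposure 2 were 4 to 55 and 31 to 192, and lost only in exposure 3 were 732 to 1267 and 25 to 849. With a called difference, 5 to 331 and 45 to 421 were lost in exposure 2 and 7 to 52 and 66 to 190 in exposure 4. The effect differed for 3400 to 4490 genes between exposures 1 and 2 and for 1450 to 3040 between exposures 1 to 3 and exposure 4. Terms with an adjusted p under 0.05 numbered 4 to 12, against 8 with all libraries. Regulators called were 0 to 6, 14 to 15, 1 to 7 and 5 to 13 in exposures 1 to 4, 6 to 8 between exposures 1 and 2 and 0 to 4 between exposures 1 to 3 and exposure 4. Lists called ranged from 5 to 7, 6 to 7, 5 to 7 and 8 to 9.

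Correlations of log2 fold changes of exposure 1 with exposures 2, 3 and 4 were 0.8472, 0.7743 and 0.9118 among genes called in exposure 1, a choice that takes out genes near 0. The first principal component held 37.31% of the variance with scaling to unit variance and 50.13% on the 500 genes of largest variance. For lists, camera with an estimated correlation called 0 in each exposure (at an unadjusted p under 0.05: 1, 2, 3 and 1; smallest adjusted p 0.2977), where the preset correlation called 5, 6, 6 and 8. Calls of the lists rest on that setting. fry called 4, 9, 7 and 10.

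Among 241 comparisons of named genes, calls changed in 6 with DESeq2, 11 with upper-quartile normalization, 13 with no filter and 106 with the minimum fold change. One fit was compared for single exposures only, where calls changed in 25 and stayed in 166.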

Differences from the paper's values

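The paper's counts of genes are from DESeq2 and those here from edgeR. On simulated data with 200 changed genes edgeR made fewer false calls (9 against 59) and called fewer of the changed genes. That check does not give the share of false calls among the paper's genes. A value is treated as different where it moves by more than 1.5 times. Alternatives were set before the data were examined unless marked as added.

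The paper reports 1483 down-regulated genes in exposure 1, and 975 were called here. The difference goes away with DESeq2 (1485), with no filter beyond 1 count (1441), with at least 10 counts in every library (1132) and with an unadjusted p (2092). It stays with upper-quartile normalization (973), a minimum fold change (510) and one fit (2836). Of 6 fits with 1 library left out, only that without hypoxia replicate 2 of exposure 1 (2191) came within 1.5 times.

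For genes no longer called in exposure 2, the paper has 195 up-regulated and 420 down-regulated, against 81 and 241 here. DESeq2 gives 195 and 420, no filter 137 and 374 and at least 10 counts 130 and 303, all within 1.5 times, as is 572 with an unadjusted p for the down-regulated. Other alternatives set before, 68 and 239 with upper-quartile normalization among them, stay apart. With a library left out, no fit brought the up-regulated count within 1.5 times and 1 did so for the down-regulated (588, without hypoxia replicate 2 of exposure 1).

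For genes no longer called in exposure 4, the paper has 73 and 270, against 40 and 170 here. DESeq2 gives 73 and 270, no filter 61 and 353, and an unadjusted p 109 and 326, within 1.5 times. The down-regulated count is also within that range with upper-quartile normalization (192) and with at least 10 counts (207). One fit (122 and 557) stays apart. Leaving out single libraries brought the up-regulated count to between 52 and 69 in 6 fits and the down-regulated to between 187 and 215 in 7, of 24 each.

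DESeq2 with more than 350 counts summed over an exposure, added after seeing the data, gave each of the paper's counts, 1483, 195, 420, 73 and 270 among them. Fits without ribosomal RNA genes, also added, gave 974, 83, 234, 40 and 181. The same counts therefore give the paper's values with the tool the paper names.

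The other counts of the paper are within 1.5 times: 2222 up-regulated genes (1752 here), 3705 in total (2727), 2027 and 1063 in exposures 1 and 2 (1671 and 734), 781 and 598 in exposures 1 to 3 (597 and 418), and 708 and 328 in all 4 (557 and 248). The shares on the axes of Fig. 3B, read by eye as about 42, about 19 and about 13%, are 44.15, 19.3 and 13.0% here.

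The paper states that no regulator was dysregulated in exposures 1 to 3 and not in exposure 4. Here *jmjd-3.2* was called in exposures 1, 2 and 3 (edgeR adjusted p = 0.0254, 1.32e-05 and 0.00959) and not in exposure 4 (0.0742). With no filter it was called in exposure 4 (0.0252), as it is in the authors' deposited table (0.0488). In addition, *wdr-5.1* and *set-30* were called in exposures 1 and 2 and not in exposures 3 and 4 (the authors' deposited table does not call *wdr-5.1* in exposure 1, adjusted p = 0.101), and *ego-1* and *csr-1* in exposure 3 and not in exposure 4, where the authors' deposited table has *ego-1* down-regulated (0.0464).

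The paper lists lipid oxidation among terms of genes no longer called in exposure 4 (Fig. 3E). Fatty acid beta-oxidation was not called here (Fisher's exact test, adjusted p = 0.251), but was with DESeq2, with one fit, with the authors' deposited tables and without hypoxia replicate 2 of exposure 1 (smallest adjusted p = 0.00254). Of 8 terms of fig. S2, A and B, that could be tested, none was called here (2 at an unadjusted p under 0.05). Organic hydroxy compound metabolic process was called with DESeq2, an unadjusted p, one fit and without 1 of 2 libraries (smallest adjusted p = 0.0178, exact test), but not with the authors' deposited tables (0.382). The molting cycle and nuclear pore terms were called with one fit (0.0104 and 0.0466), and the molting cycle also without hypoxia replicate 3 of exposure 1 (0.0413, same exact test).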

Other observations

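Planned tests in this part were the simulation with one spread per gene, the stage lists over all exposures and the splits of the 6 libraries; the simulation with the spread of each exposure, the counts of differences in effect within the simulations, the use of both for exposure 3, the splits drawn in all 4 exposures at once and the stage lists by exposure were chosen after the results were seen.

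Genes can lose a call by sampling alone, when a gene near the threshold passes it in 1 exposure and not in the next. In 20 planned draws with the same effect of hypoxia in every exposure and one spread per gene, 485 to 570 up-regulated and 647 to 751 down-regulated genes lost their call in exposure 2, where the data have 81 and 241. For exposure 4 the draws gave 143 to 182 and 115 to 180, where the data have 40 and 170. By this planned test, sampling alone gives at least as many lost genes in each draw for 3 sets, and for the fourth, the 170 down-regulated genes lost in exposure 4, in 1 of 20 draws. That simulation called more genes in exposure 1 than the data (2553 to 2661 up-regulated), because it averages over the wide spread of that exposure. With the spread of each exposure, 56 to 89 and 116 to 167 genes were lost in exposure 2 and 50 to 87 and 20 to 40 in exposure 4. Up-regulated counts are then near or above those of the data, and down-regulated counts below them.

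A difference in effect separates the sets. It could be tested for 74 and 194 of the genes lost in exposure 2 and for 34 and 168 of those lost in exposure 4, and the others are left out here. It was called for 66 and 152 in exposure 2 and for 22 and 160 in exposure 4. At the largest p called in the data, the draws of either kind held at most 55 and 64 such genes for exposure 2. For exposure 4 they held at most 16 and 13. With all libraries, sampling alone is therefore argued against for these genes as a set, though not for each of them. Leaving out single libraries lowered the counts to as few as 5 and 45 for exposure 2. For exposure 4 the lowest counts were 7 and 66, and only the 66 exceeds its draws. DESeq2 gave 142 and 260 for exposure 2 and 48 and 244 for exposure 4. The draws were not repeated with these settings. Lost genes tested and without a called difference may have lost their call by sampling: draws with the spread of each exposure held 12 to 38 and 23 to 71 such genes for exposure 2 (data 8 and 42) and 9 to 29 and 16 to 36 for exposure 4 (data 12 and 8). For the 74 up-regulated genes lost in exposure 2, normoxia of exposure 2 exceeded the mean of normoxia in exposures 3 and 4 for 68 (median 0.39). Hypoxia exceeded its mean for 34 (−0.03). By the paper's methods control worms stayed at normal oxygen, so this argues against the number of exposures for that set. In the others (down-regulated in exposure 2, up- and down-regulated in exposure 4) hypoxia was higher for 170, 0 and 161 genes and normoxia for 61, 15 and 1. There, number of exposures or cultures is open.

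Among genes up-regulated in exposure 1, exposure 3 lost the most calls. Up-regulated in exposures 1, 2 and 4 and not called in exposure 3 were 925 genes, against at most 153 in any draw, which argues against sampling alone. Of the 909 tested, normoxia of exposure 3 was higher than the mean of normoxia in exposures 2 and 4 for 844 (median 1.03), while hypoxia of exposure 3 was higher than that of hypoxia in exposures 2 and 4 for 229 (median −0.24), so most of the missing change lies in the normoxia level. Sperm genes were 46 of these genes.

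The lists ask whether hypoxia and normoxia worms differ in stage, which would show as sperm genes rising while oocyte and vitellogenin genes fall. This held in 2 of 4 exposures by the direction of camera calls. In exposure 2 it held for the sperm list (64 of 67 genes risen) and the oocyte list (20 of 20 fallen). The count of exposures therefore does not exclude a stage difference in each of them. In exposures 1 and 4 a stage difference remains a candidate explanation for part of the change: sperm genes rose by a median of at least 0.61 (1.08 in exposure 1, camera adjusted p = 1.55e-32, and 8.38e-11 in exposure 4). Oocyte and eggshell genes fell by −0.38 and −0.29 (camera adjusted p = 0.000266 and 0.000288) and vitellogenin genes by −1.60 and −0.70 (0.0121 and 0.0283). In exposure 1 fry did not call the last 2 lists (adjusted p = 0.0669 and 0.0612). In exposure 2 sperm genes rose by 1.09 and oocyte genes fell by −0.75 (camera adjusted p = 1.46e-08 and 9.08e-07). There 3 vitellogenin genes rose and 3 fell (median −0.37), while their summed CPM fell from 73010 ± 12420 to 26640 ± 4795. The explanation cannot be told apart from others in exposure 2. In exposure 3 sperm genes stayed at −0.06633 (camera adjusted p = 0.788, 4 of 64 risen). This argues against a stage difference of this kind between its hypoxia and normoxia worms. Its normoxia was itself high, with a summed CPM of sperm genes of 2866 ± 158, against 1364, 1493 and 1053 in normoxia of exposures 1, 2 and 4. Hypoxia of exposure 3 held 2767 ± 612, near the 2850 and 2834 of hypoxia in exposures 1 and 2. A shift shared by both groups of exposure 3 is not excluded.

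Each exposure's count of called genes was the largest of the 10 splits of its 6 libraries, 1 split of 10 in each of the 4 exposures. The other 9 splits called 0 genes in each exposure (at an unadjusted p under 0.05: 11 to 1681, 6 to 72, 46 to 660 and 19 to 302), but within one exposure 10 splits cannot give a share under 0.1. With a split drawn in all 4 exposures at once, 1 of 100 draws, the real one, called as many genes in each, which argues against grouping by chance for the exposures as a whole.

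HIF-1 target genes rose in each exposure (median 1.32, 2.31, 1.41 and 0.92, camera adjusted p = 0.000266, 4.89e-09, 1.35e-05 and 0.00288), with 3, 7, 4 and 4 of 7 members risen. *phy-2* had log2 fold changes of 3.34, 5.13, 3.03 and 2.49, while *rhy-1* had −0.93, 0.38, −0.14 and −1.60, the last of these called (edgeR adjusted p = 0.00808). Heat shock genes rose by medians of 0.57, 0.57, 1.28 and 1.04, called in exposures 3 and 4 (camera adjusted p = 1.61e-07 and 9.87e-11), and include *hsp-16.1* and *hsp-16.48* pairs of near identical sequence whose reads cannot be assigned to one copy. The 2 metallothionein genes rose by 1.13, 0.52, 1.66 and 1.945, called in exposure 3 (camera adjusted p = 0.0323).

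Molting genes fell by −0.52, −1.59 and −0.46 in exposures 1, 3 and 4 (camera adjusted p = 0.0283, 5.06e-06 and 1.19e-05) and not in exposure 2 (0.49). Collagen genes had medians of −0.22, 2.05, −1.36 and −0.37, with 81 of 119 risen in exposure 2 and 83 of 119 fallen in exposure 3 (camera adjusted p = 8.67e-22 and 3.59e-31). Their call in exposure 4 (0.0043) was not shared by fry (adjusted p = 0.206). Adult collagen genes had −0.58, −0.23, −1.57 and −0.53, called in exposure 3 (camera adjusted p = 9.24e-09), and *bli-1* and *bli-2* rose in exposure 2 (3.41 and 3.01) and fell in exposure 3 (−3.06 and −2.87). Ribosomal protein genes rose in exposure 2 alone by 0.74, with 76 of 77 members risen (camera adjusted p = 4.52e-08). Histone genes rose by 0.38, 1.20, 0.26 and 0.37, called in exposures 2 and 4 (0.0213 and 0.000795), and since many histone mRNAs lack poly(A) tails their counts depend on the enrichment. The 21 regulators had medians of −0.10, −0.29, 0.12 and −0.15 and were not called as a list by camera, while fry called them down in exposures 2 and 4 (adjusted p = 0.00322 and 0.0119), and with upper-quartile normalization camera called them down in exposure 2 (adjusted p = 0.0491). With an estimated correlation camera called none of these lists, and 4, 9, 7 and 10 lists in exposures 1 to 4 were called by fry.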
